# MITE insertion-dependent expression of CitRKD1 with a RWP-RK domain regulates somatic embryogenesis in citrus nucellar tissues

**DOI:** 10.1186/s12870-018-1369-3

**Published:** 2018-08-13

**Authors:** Takehiko Shimada, Tomoko Endo, Hiroshi Fujii, Michiharu Nakano, Aiko Sugiyama, Genya Daido, Satoshi Ohta, Terutaka Yoshioka, Mitsuo Omura

**Keywords:** Somatic embryogenesis, RKD, Citrus, DNA marker, Egg cell, Apomixis, *CiFT* co-expression system

## Abstract

**Background:**

Somatic embryogenesis in nucellar tissues is widely recognized to induce polyembryony in major citrus varieties such as sweet oranges, satsuma mandarins and lemons. This capability for apomixis is attractive in agricultural production systems using hybrid seeds, and many studies have been performed to elucidate the molecular mechanisms of various types of apomixis. To identify the gene responsible for somatic embryogenesis in citrus, a custom oligo-DNA microarray including predicted genes in the citrus polyembryonic locus was used to compare the expression profiles in reproductive tissues between monoembryonic and polyembryonic varieties. The full length of *CitRKD1*, which was identified as a candidate gene responsible for citrus somatic embryogenesis, was isolated from satsuma mandarin and its molecular function was investigated using transgenic ‘Hamlin’ sweet orange by antisense-overexpression.

**Results:**

The candidate gene *CitRKD1*, predominantly transcribed in reproductive tissues of polyembryonic varieties, is a member of the plant RWP-RK domain-containing protein. *CitRKD1* of satsuma mandarin comprised two alleles (*CitRKD1-mg1* and *CitRKD1-mg2*) at the polyembryonic locus controlling embryonic type (mono/polyembryony) that were structurally divided into two types with or without a miniature inverted-repeat transposable element (MITE)-like insertion in the upstream region. *CitRKD1-mg2* with the MITE insertion was the predominant transcript in flowers and young fruits where somatic embryogenesis of nucellar cells occurred. Loss of *CitRKD1* function by antisense-overexpression abolished somatic embryogenesis in transgenic sweet orange and the transgenic T_1_ plants were confirmed to derive from zygotic embryos produced by self-pollination by DNA diagnosis. Genotyping PCR analysis of 95 citrus traditional and breeding varieties revealed that the *CitRKD1* allele with the MITE insertion (polyembryonic allele) was dominant and major citrus varieties with the polyembryonic allele produced polyembryonic seeds.

**Conclusion:**

*CitRKD1* at the polyembryonic locus plays a principal role in regulating citrus somatic embryogenesis. *CitRKD1* comprised multiple alleles that were divided into two types, polyembryonic alleles with a MITE insertion in the upstream region and monoembryonic alleles without it. *CitRKD1* was transcribed in reproductive tissues of polyembryonic varieties with the polyembryonic allele. The MITE insertion in the upstream region of *CitRKD1* might be involved in regulating the transcription of *CitRKD1*.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-018-1369-3) contains supplementary material, which is available to authorized users.

## Background

Somatic embryogenesis in nucellar tissues of citrus species is an apomictic system and genetically uniform clones with the same genotype as the maternal plant can feasibly be produced by sowing the seeds despite their highly heterozygous genomes [16]. This capability for apomixis is attractive in agricultural production systems using hybrid seeds, and many researchers have investigated the molecular mechanisms of various types of apomixis [20]. Among the various types of apomixis, citrus apomixis, in which a somatic embryo develops in nucellar tissues, is classified as sporophytic apomixis [37]. Major citrus varieties, such as satsuma mandarin (*Citrus unshiu* Marc.), sweet orange (*C. sinensis* (L.) Osbeck), grapefruit (*C. paradisi* Macfad.), and ponkan mandarin (*C. reticulata* Blanco), generally develop one or more somatic embryos that are genetically identical to the mother tree in addition to or instead of a zygotic embryo in the seed. This ability to generate multiple somatic embryos and a zygotic embryo in the same ovary tissue is called polyembryony in citrus. In citrus breeding, polyembryony frequently hampers the efforts to obtain zygotic embryos from sexual crosses because somatic embryos grow preferentially to zygotic embryos. Therefore, monoembryonic varieties are generally selected as the seed parent in cross breeding, which is a limitation to breeding because it reduces the available mating combinations. While, polyembryony is useful in rootstock propagation and genetically uniform rootstocks can feasibly be prepared solely by sowing seeds despite the highly heterozygous genomes of citrus species.

To date, various studies have been conducted to investigate the molecular mechanism of citrus adventive embryogenesis, as well as those of other types of apomixis [20]. Polyembryony is dominantly inherited into offspring according to observations of segregation in various cross populations [15]. It is conceivable that a single or a few genes are involved in the somatic embryogenesis and several molecular markers linked to a polyembryonic locus controlling embryonic type (mono/polyembryony) have been developed [11, 17, 29]. In our previous studies [29, 30], a major polyembryonic locus was located on linkage group 1 of the mandarin standard genetic map (AGI map) [36] and scaffold 1 of the clementine mandarin (*C. clementina* hort ex. Tanaka) genome sequence [42]. Subsequently, molecular tagging of the polyembryonic locus and construction of haplotype-specific bacterial artificial chromosome (BAC) contigs for the polyembryonic locus were carried out. Thereafter, the genomic region of the polyembryonic locus spanning approximately 380 kbp was sequenced and 70 open reading frames (ORFs) were predicted from genomic sequences [28]. Transcription-based approaches have been used to explore the genes associated with citrus somatic embryogenesis. Various genes with specific transcription profiles in either monoembryonic or polyembryonic varieties have been identified by subtractive suppression hybridization (SSH) and microarray analyses [10, 22, 27]. In these studies, heat shock-related proteins (HSPs) were predominantly expressed among polyembryonic variety genes, as well as WRKY, WD40, and serine carboxypeptidase (SCP) genes.

Recently, next-generation sequence (NGS) technology has allowed rapid and comprehensive sequencing analyses for whole genomes and transcripts of target tissues and organisms. Using NGS technology, the regulatory genes involved in somatic embryogenesis were explored and it was proposed that miRN23-5p-Cs9g06920, a micro-RNA (miRNA, a type of non-coding RNA with a typical length of 20–24 nucleotides), likely has a major role in regulating somatic embryogenesis [23]. It was reported that *CitRWP* encoding a RWP-RK domain-containing protein [35] would regulate somatic embryogenesis because the insertion of a miniature inverted-repeat transposable element (MITE) was found only in the *CitRWP* genes of polyembryonic citrus varieties in NGS-based comparative genomic sequence analysis and the transcription level of *CitRWP* in their ovules was higher than in monoembryonic varieties [41]. The MITE co-segregated with poly/monoembryonic type in a segregation population of 217 seedlings. In *Arabidopsis*, RKD genes containing the RWP-RK domain have been characterized as important regulators of an egg cell-related gene expression program [35]. However, functional validation of these candidate genes through transcriptome and NGS analyses remains to be done.

Here, to identify the candidate RKD gene (*CitRKD1*) responsible for somatic embryogenesis in citrus, a custom oligo-DNA microarray was designed using ORFs newly predicted from a 380 kbp draft sequence of the polyembryonic locus [28], and was used to compare the transcription profiles in reproductive tissues between monoembryonic and polyembryonic varieties. The full length of *CitRKD1* was isolated from satsuma mandarin and its molecular function was investigated using transgenic ‘Hamlin’ sweet orange by antisense-overexpression. The examined citrus varieties contained a pair of *CitRKD1* alleles at the polyembryonic locus. The allele with a MITE insertion in the upstream region was highly expressed in reproductive tissues and is likely involved in somatic embryogenesis. We also developed a poly/monoembryony discriminating DNA marker using the conserved sequences of *CitRKD1* alleles that could help increase genetic diversity in citrus breeding.

## Results

### Microarray analysis to identify the candidate gene regulating citrus somatic embryogenesis

To identify the principal gene regulating citrus somatic embryogenesis in the polyembryonic locus, a custom oligo-DNA microarray was designed using the draft sequence. In total, 391 probes including multiple probes for each newly predicted ORF (named NP-ORF to discriminate them from previously reported ORFs for the polyembryonic locus [28]) and 29,148 probes for mRNA loci of the clementine mandarin genome were mounted on the custom oligo-DNA microarray, in which 50 genes overlapped between the polyembryonic locus and mRNA loci of the clementine genome sequence. This custom oligo-DNA microarray was used to compare gene expression patterns among young whole fruits at 15, 30, 45 and 60 days after flowering (DAF) of ‘Kiyomi’ (*C. unshiu* Marc*. × C. sinensis* L. Osbeck) as a monoembryonic variety and ‘Harumi’ (‘Kiyomi’ *× C. reticulata* Blanco) as a polyembryonic variety. 

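On the deposited arrays, 30828 independent probes of 60 bases were found besides the control spots, of which 30827 were present 2 times and 1 was present 3 times. Of these, 391 were sense probes of the polyembryonic locus, designed against the predicted transcripts, and they covered 77 NP-ORFs. A further 390 probes were the antisense counterparts of the same exons. The mRNA loci of clementine mandarin were represented by 29389 probes with 26763 distinct sequences, so that some loci shared 1 probe sequence. Single exons of 53 clementine mandarin loci had 325 sense and 325 antisense probes of their own, and 4 sense and 4 antisense probes carried the name BBML, which the files do not explain. The strand of the probes was checked by aligning them to the clementine mandarin probes, taking matches of at least 25 bases and 95% identity. All 110 matches of sense probes lay on the same strand as the clementine mandarin probe, whereas 18 of 21 matches of antisense probes lay on the opposite strand.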

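Cyanine-3-labelled cRNA of young whole fruits was hybridized to 8 single-colour arrays, 1 array for each of the 2 varieties at each of the 4 DAF, so no value has a replicate at its own DAF. All 8 arrays lay on 1 slide and were read in 1 scan. The 4 arrays of ‘Kiyomi’ lay in row 1 of the slide and the 4 arrays of ‘Harumi’ in row 2, so slide row and variety cannot be told apart. Each array had 62976 spots, of which 61657 were not controls. The authors deposited the intensities of the spots after background correction by the Feature Extraction software, before normalization, together with the flags that this software gave to each spot. Between 75.0 and 77.6% of the spots of an array were well above background, and the lowest signal well above background was between 8.3 and 11.9. The median of the 308 negative control spots was between 1.87 and 2.75, between 0.32 and 2.27% of them were called well above background, and 0 spots were saturated.

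For normalization, the processed signals were divided by the 75th percentile of the spots well above background on the same array, as in the methods of the paper. This percentile was between 589.8 and 961.7 on the arrays of ‘Kiyomi’ and between 820.4 and 988.5 on the arrays of ‘Harumi’. The values were then turned to log2 and copies of a probe were averaged, after 36 spots called outliers by the software had been left out. Copies of a probe on 1 array had a median SD of 0.057 to 0.065 on the log2 scale, which covers the error between spots and not between fruits. The expression ratio was taken as ‘Harumi’ over ‘Kiyomi’ within each DAF, and its SD over the 4 DAF is the only spread between samples that the design gives. A probe not well above background on any array of a variety has only a bound there. In that case the brighter variety was compared with the lowest signal well above background on each array of the other, or with the signal of the probe itself where that was higher, and the result was written as at least N-fold. The number of arrays limits the precision of every value.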

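A probe was counted when its ratio was over 2-fold in the same direction at all 4 DAF and when, at every DAF, the brighter of the 2 arrays had a mean signal of at least 100 and was positive and significant against background. Of the 391 sense probes of the polyembryonic locus, 1 met this rule. It was dP-ORF24-CD04aS in exon 4 of NP-ORF24, with a log2 ratio of -3.76 ± 0.31 (mean ± SD over 4 DAF), which is 13.5-fold lower in ‘Harumi’ (adjusted p = 0.00117 from limma). The signal filter moved this count most. Without it, 12 sense probes in 8 NP-ORFs were over 2-fold at every DAF, 5 of them higher and 7 lower in ‘Harumi’, and NP-ORF44 was the only NP-ORF with 2 or more of them. In limma's test, in which DAF was a block and the 4 DAF of a variety stood in for replicates, 293 sense probes of the locus were well above background on at least 4 of the 8 arrays and were tested. At an adjusted p of 0.05, 5 of them were higher and 15 lower in ‘Harumi’.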

Under strict filter conditions, 12 of the 391 probes in the polyembryonic locus consistently showed significant expression changes greater than 2-fold between ‘Kiyomi’ and ‘Harumi’ throughout experimental period. These probes were derived from NP-ORF24 (3 probes), NO-ORF44 (6 probes) and NP-ORF60 (3 probes). 

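NP-ORF24 had 3 sense probes on the array, of which 1 was over 2-fold at every DAF, with or without the signal filter. NP-ORF44 had 6 sense probes, 1 in each exon, and 5 of them were over 2-fold at every DAF in the measured signals. None of these 5 reached a mean signal of 100 at every DAF. The nearest was the exon 6 probe dP-ORF44-CD06S, with signals in ‘Harumi’ of 101.2, 99.6, 146.6 and 165.3 at 15, 30, 45 and 60 DAF, which missed the cut-off at 30 DAF only. It was also the only one of the 6 probes that reached 100 on any array. NP-ORF60 had 3 sense probes with a highest signal of 270.2, and 1 of them was over 2-fold at every DAF when no signal filter was applied. The highest signal of NP-ORF24 was 764.6. In limma's test, 1 of 2 tested probes of NP-ORF24, 5 of 6 of NP-ORF44 and 2 of 2 of NP-ORF60 were past the adjusted p of 0.05.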

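For each candidate gene, the normalized values were averaged over all its sense probes and the difference between ‘Harumi’ and ‘Kiyomi’ was averaged over the 4 DAF. The mean log2 ratio was -1.40 ± 0.55 for NP-ORF24, 2.79 ± 0.32 for NP-ORF44 and -1.45 ± 0.64 for NP-ORF60 (SD over 4 DAF). The mean over probes had the same direction at all 4 DAF for each gene, and the exact sign-flip test over DAF (two-sided) gave p = 0.13 for each, which is the smallest p that 4 DAF allow. For NP-ORF44, 5 of the 6 probes were not well above background on any array of ‘Kiyomi’, so its value rests on signals under that limit. With these dim signals raised to the lowest signal well above background on their array, a setting chosen after seeing the data, the mean log2 ratio was 1.38 ± 0.33 and is a lower bound. It moved furthest, to 0.046, when signals were raised to a floor of 100 after scaling.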

The expression patterns of these candidate genes are shown in Fig. 1, using the average expression values of their corresponding probes. NP-ORF24 primarily showed homology to ciclev10003992m in scaffold 5 of the clementine mandarin genome sequence, which was a different region from the polyembryonic locus. It was annotated as phosphoribosylaminoimidazole carboxylase but had partially homology to other different loci of clementine mandarin genomes, implying it may be a member of a possible multigene family. 

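The difference between ‘Harumi’ and ‘Kiyomi’ in the mean log2 normalized signal of the 3 sense probes of NP-ORF24 was -1.58 at 15 DAF, -2.03 at 30 DAF, -1.25 at 45 DAF and -0.72 at 60 DAF. In ‘Kiyomi’, the SD over the 3 probes was 3.46, 4.11, 3.83 and 2.91 at these stages, larger than the difference at each of them. In ‘Harumi’, the SD was 1.99, 2.23, 1.17 and 0.40. This SD includes the unequal brightness of the probes on a single array. The probes also differed in their ratios. Besides the exon 4 probe, the exon 3 probe dP-ORF24-CD03S had a log2 ratio of -1.01 ± 0.62 (SD over 4 DAF; adjusted p = 0.10 from limma). The exon 2 probe dP-ORF24-CD02S was well above background on only 1 array of ‘Kiyomi’ and 2 arrays of ‘Harumi’, and was not tested. It went the other way at 60 DAF, the only stage at which both of its arrays were well above background, with a log2 ratio of 1.55. At 45 DAF only ‘Harumi’ was well above background. When linear folds in the authors' processed values were averaged over the 3 probes, a summary chosen after seeing the data, ‘Harumi’ was higher at these 2 stages, 2.03-fold and 1.29-fold.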

The expression values of NP-ORF24 in ‘Kiyomi’ tended to be higher than those in ‘Harumi’ but the standard deviation was very large across the whole experiment. NP-ORF44 showed high homology to Ciclev10010497m, which was annotated as a RWP-RK domain-containing protein. 

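The array held a probe for Ciclev10010497m, named C10477, with the sequence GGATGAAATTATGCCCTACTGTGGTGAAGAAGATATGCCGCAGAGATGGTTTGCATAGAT. Its locus lies on scaffold 1 of the clementine mandarin genome. Of its bases, 57 were identical to those of the exon 5 probe of NP-ORF44, dP-ORF44-CD05S, so both probes can bind the same transcript. C10477 was well above background on all 4 arrays of ‘Harumi’ and on 0 arrays of ‘Kiyomi’. Its expression was at least 4.38-fold higher in ‘Harumi’, and its highest mean signal on any array was 73.6. Limma gave an adjusted p of 0.000785 for the measured log2 ratio of 4.26, not for this bound.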

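Averaged over the 6 sense probes, the mean log2 normalized signal of NP-ORF44 in ‘Harumi’ was -4.84, -4.62, -4.56 and -4.52 at 15, 30, 45 and 60 DAF, with an SD over probes between 1.00 and 1.21. In ‘Kiyomi’ it was -7.27, -7.68, -7.63 and -7.13, with an SD between 1.05 and 1.28. All 6 probes were well above background in ‘Harumi’ at each DAF, but only the exon 1 probe in ‘Kiyomi’. Expression was therefore at least 2.05-fold higher in ‘Harumi’ at 15 DAF, 3.25-fold at 30 DAF, 3.09-fold at 45 DAF and 2.23-fold at 60 DAF. The exact permutation test over the 6 probes (two-sided) gave p = 0.00433 at 15, 30 and 45 DAF and p = 0.0108 at 60 DAF, where the smallest p it allows is 0.00216. With the dim signals raised to the limit of their array, the exact p was 0.0152, 0.00433, 0.00433 and 0.0216. This test compares 2 arrays over the probes of 1 gene, not the varieties over replicate fruits. It does not pair the values of the same probe on the 2 arrays, and no paired test was run. At 60 DAF the exon 1 probe went the other way, with a log2 ratio of -0.2, so a paired test could give a different call there.

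Of the single exons, those from exon 2 to exon 6 were at least 1.77-fold, 1.19-fold, 2.03-fold, 5.34-fold and 9.44-fold higher in ‘Harumi’, in this order. Each of them had a higher signal in ‘Harumi’ at all 4 DAF. Limma, fitted to the measured signals with mean log2 ratios between 2.39 and 4.46, gave an adjusted p between 0.00206 and 0.00502. These p do not test the bounds, since the signals in ‘Kiyomi’ were not well above background. The exon 1 probe was well above background on all 8 arrays and had a log2 ratio of 0.53 ± 0.50 (SD over 4 DAF; adjusted p = 0.245 from limma), higher in ‘Harumi’ at 15, 30 and 45 DAF and lower at 60 DAF.

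**Figure D1:**
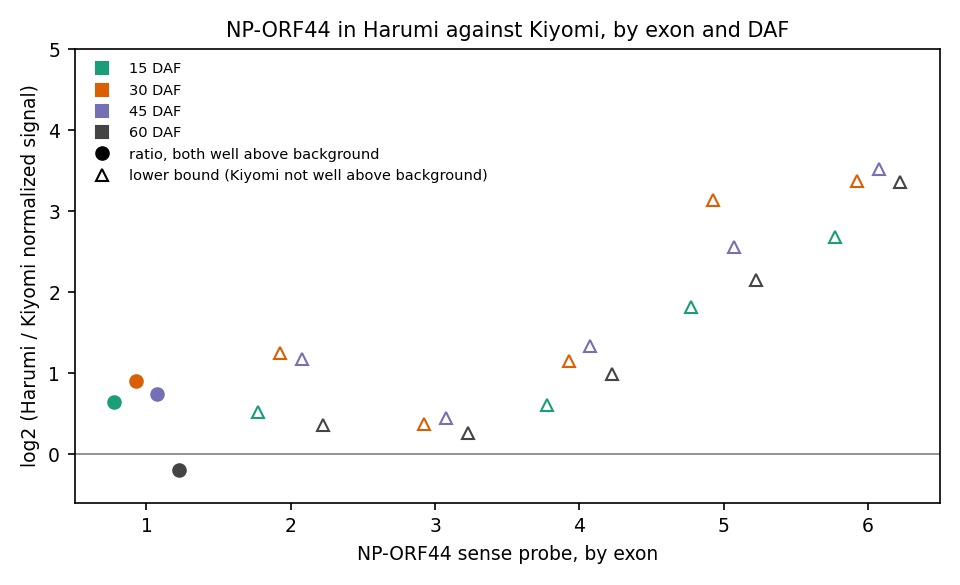
Log2 ratio of ‘Harumi’ to ‘Kiyomi’ (vertical axis) for the sense probe in each of the 6 exons of NP-ORF44 (horizontal axis), with 1 point per DAF. Filled circles are ratios between signals well above background, and open triangles are lower bounds, since the probe was not well above background in ‘Kiyomi’; exon 3 has no bound at 15 DAF. The exon 1 points lie around their mean of 0.53, and the bounds of exons 5 and 6 are the highest.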

The expression values of NP-ORF44 in ‘Harumi’ were significantly higher than those in ‘Kiyomi’. NP-ORF60 showed high homology to ciclev10009286m, which was annotated as a MYB-like DNA-binding protein. The expression value of NP-ORF60 remained high until 30 DAF and then decreased to its lowest level at 45 DAF, with parallel expression in the two varieties. 

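The mean log2 normalized signal of the 3 sense probes of NP-ORF60 in ‘Kiyomi’ was -2.97 ± 0.86 at 15 DAF and -3.01 ± 1.07 at 30 DAF (SD over probes), and then -6.45 ± 1.79 at 45 DAF and -6.38 ± 1.6 at 60 DAF. In ‘Harumi’ it was -5.37 ± 1.55, -4.21 ± 1.50, -7.57 ± 0.86 and -7.44 ± 1.23 at the same stages. The values at 45 and 60 DAF differed by less than the SD over probes in each variety. This SD includes the unequal brightness of the probes, so it does not measure the error of a change between stages. From 45 to 60 DAF, single probes went both ways in each variety. At these late stages few probes were well above background, 2 and then 1 of the 3 probes in ‘Kiyomi’, and 1 and then 0 in ‘Harumi’. The difference between ‘Harumi’ and ‘Kiyomi’ was -2.40 at 15 DAF, -1.20 at 30 DAF, -1.12 at 45 DAF and -1.07 at 60 DAF.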

Reverse transcription-polymerase chain reaction (RT-PCR) was carried out to confirm these expression patterns using cDNA derived from young whole fruits at 15 and 30 DAF of three monoembryonic varieties (‘Kiyomi’, clementine mandarin, Mato buntan pumelo (*Citrus grandis* L. Osbeck)) and three polyembryonic varieties (‘Harumi’, satsuma mandarin, ponkan mandarin) (Fig. 2). Only NP-ORF44 showed a clear difference among them. Various sizes of PCR fragments ranging from 400 bp to 800 bp were observed for NP-ORF24 although PCR fragment was expected to be single and 400 bp in size. This expression pattern was in agreement with a blast search result suggesting that NP-ORF24 might have multiple paralogs on various loci in citrus. 

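All 77 NP-ORFs with a sense probe on the array were ranked by the median, over their sense probes, of the log2 ratio of ‘Harumi’ to ‘Kiyomi’ averaged over the 4 DAF. NP-ORF44 ranked 1 with a median of 2.92, followed by NP-ORF23 with 1.40. The median was above 0 for 10 NP-ORFs and below 0 for 67. NP-ORF24 ranked 69 and NP-ORF60 ranked 72, and the lowest medians were -1.89 for NP-ORF39 and -1.77 for NP-ORF09. With dim signals raised to the lowest signal well above background on their array, which was chosen after seeing the data, NP-ORF44 had a median of 0.92, which is a lower bound, and ranked 2, behind NP-ORF23. The value of NP-ORF23 is the mean of differences that went both ways over the 4 DAF, with an SD of 3.71 (exact sign-flip test, two-sided, p = 0.5). The RT-PCR products were not analysed here. From the microarray together with the RT-PCR, in which it states that NP-ORF44 alone differed clearly between the groups of varieties, the paper selects NP-ORF44 as its candidate.

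**Figure D2:**
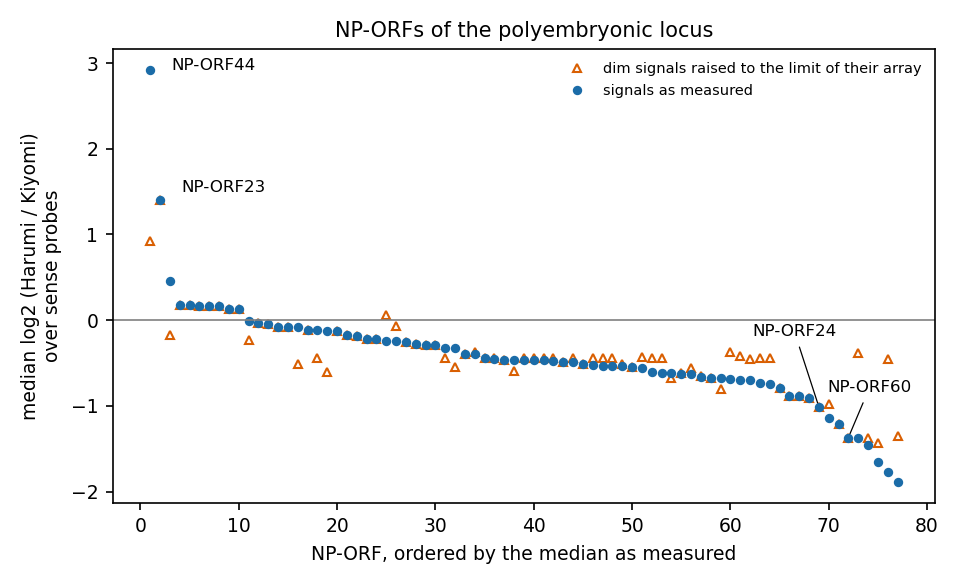
Median log2 ratio of ‘Harumi’ to ‘Kiyomi’ over the sense probes of each of the 77 NP-ORFs (vertical axis), ordered by the median as measured (horizontal axis). Filled circles are signals as measured, and open triangles are the same medians after dim signals were raised to the lowest signal well above background on their array. NP-ORF44 stands highest at 2.92 as measured and falls to 0.92 when dim signals are raised.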

According to these results, NP-ORF44 was selected as a candidate for the gene that regulates somatic embryogenesis out of 79 NP-ORFs in the polyembryonic locus region.

**Fig. 1:**
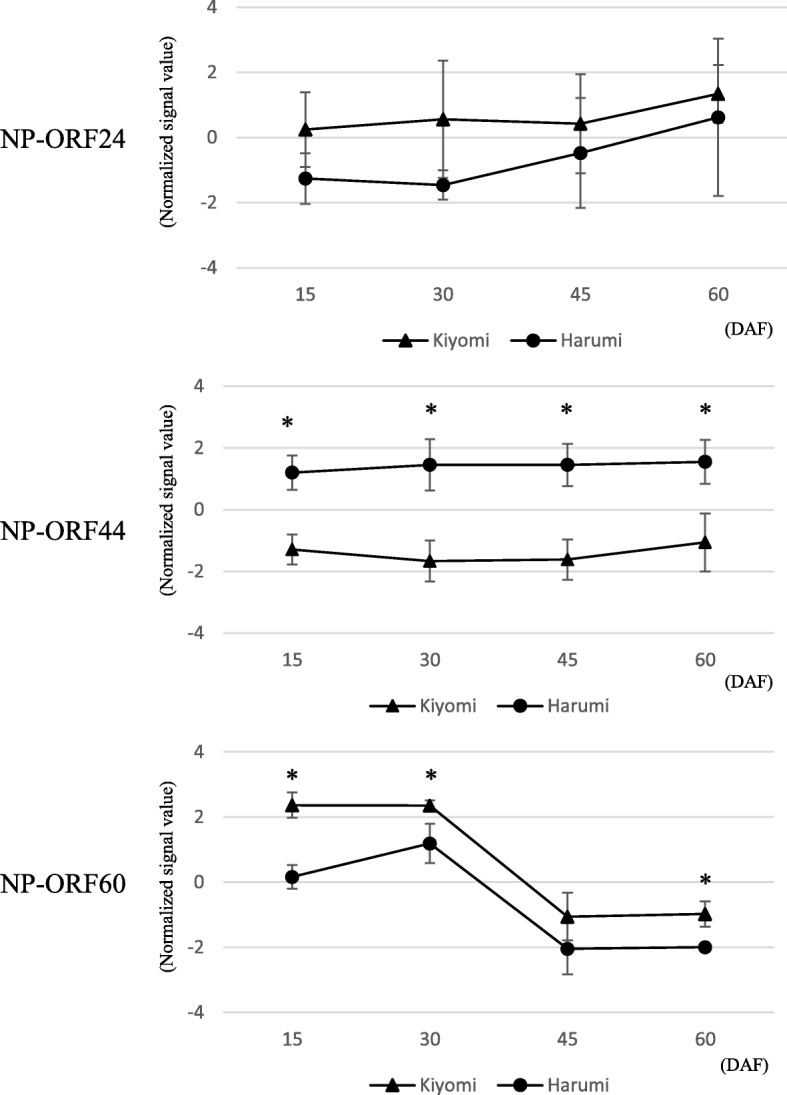
Microarray expression patterns of three selected genes in young whole fruits at 15–60 DAF of ‘Kiyomi’ (monoembryonic variety) and ‘Harumi’ (polyembryonic variety). The expression values of each candidate gene indicate the average normalized expression values of their probes. Each error bar indicates standard deviation among expression values of oligonucleotide probes derived from different exons in the same gene. Samples showing significant differences at *P* < 0.05 between ‘Kiyomi’ and ‘Harumi’ are marked with an asterisk

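For NP-ORF24, the exact permutation test over its 3 sense probes (two-sided) gave p = 0.4 at 15 and 30 DAF, 0.7 at 45 DAF and 0.8 at 60 DAF. For NP-ORF60, the exact p was 0.2 at 15 DAF, 0.3 at 30 DAF and 0.5 at 45 and 60 DAF. With 3 probes against 3, 20 permutations exist and the smallest p they allow is 0.1, so no difference of these genes could pass a threshold of 0.05 by this test.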

**Fig. 2:**
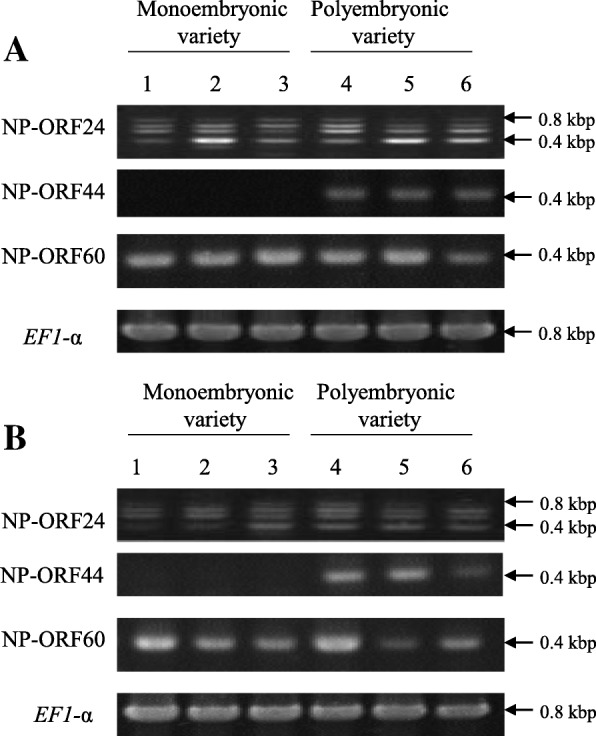
RT-PCR expression patterns of four candidate genes in young whole fruits at 15 DAF (**a**) and at 30 DAF (**b**) of monoembryonic (1–3) and polyembryonic (4–6) varieties. 1: ‘Kiyomi’, 2: clementine mandarin, 3: Mato buntan pumelo, 4: ‘Harumi’, 5: satsuma mandarin, 6: ponkan mandarin. The transcription of NP-ORF44 showed significant differences among monoembryonic and polyembryonic varieties

Among the 29,148 probes generated from mRNA sequences of the clementine mandarin genome, 356 genes including NP-ORF44 (Ciclev10010497m) showed more than 2-fold expression changes between ‘Kiyomi’ and ‘Harumi’ throughout the experimental period (Additional file 1: Table S1 and Additional file 2: Table S2). 

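Under the rule with the signal filter at every DAF, 180 of the 29389 clementine mandarin probes were over 2-fold in the same direction at all 4 DAF. Without the signal filter, which moved the number of lower probes most, 119 were higher and 553 lower in ‘Harumi’. The number of higher probes rose most with a threshold of 1.5-fold, to 152, and fell most with the signal filter on all 8 arrays, to 11. In limma's test, 168 of the 180 probes were also past the adjusted p of 0.05. Tables S2 and S3 list 355 clementine mandarin probes, all of which had the direction of the tables at every DAF. Of these, 43 probes of Table S2 and 127 of Table S3 passed the rule, 50.6% and 47% of the probes in each. The log2 ratios differed from the folds in the tables by a median of 0.0217. The probe of Ciclev10010497m was over 2-fold at every DAF but did not pass the rule, because its signal was under 100 on all 8 arrays. Another 10 probes, all lower in ‘Harumi’, passed the rule and were not in the tables.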

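Of the clementine mandarin probes past the rule, 43 were higher and 137 lower in ‘Harumi’, so that 76.1% were lower. Their median log2 ratio was 2.38 among the higher and -2.0 among the lower probes, of which 2 and 2 were not well above background on any array of the dimmer variety. The highest was C11457, annotated as nucleosome assembly protein 1;2, with 7.57 ± 0.66 (SD over 4 DAF; adjusted p = 0.000781 from limma). In ‘Kiyomi’, it was well above background on 2 of the 4 arrays. C26995 was at least 19.4-fold higher in ‘Harumi’. C15305 and C28475 had 5.78 and 5.62, but each was well above background on only 1 array of ‘Kiyomi’, and C26858 had 5.39 with 3 such arrays. The lowest was C30176, annotated as a UDP-glycosyltransferase, which was at least 171-fold lower in ‘Harumi’. Its adjusted p from limma, 0.00233, is for the measured log2 ratio of -9.49 and not for this bound. C12472 had -6.54, C02829 was at least 25.9-fold lower, and C02891 and C03352 had -6.19 and -6.13, with only 1 and 2 arrays of ‘Harumi’ well above background. Ratios that rest on signals not well above background are imprecise, so the order among these probes is not settled.

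Of 24182 probes tested by limma, 222 were higher and 764 lower in ‘Harumi’ at an adjusted p of 0.05, so 22.5% of the calls were higher. This split depended on the scaling of the arrays, since quantile normalization gave 333 higher and 407 lower, 45.0% higher. With 1 DAF left out at a time, limma called between 51 probes, without 30 DAF, and 181 probes, without 60 DAF. By the 2-fold rule, leaving out 60 DAF raised the number of higher probes to 122.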

The expression of 85 genes was highly expressed while 270 genes were weakly expressed in reproductive tissues of ‘Harumi’ in comparison with those of ‘Kiyomi’. Among them were several genes commonly identified in past reports that are likely associated with somatic embryogenesis, such as UDP-glycosyltransferase superfamily proteins, ankyrin repeat family proteins, heat shock proteins, and protein kinases [22, 23, 27]. These genes were reported to be involved in oxidative stress responses and callose deposition in the cell. 

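Tables S2 and S3 annotate 2 higher and 5 lower probes as UDP-glycosyltransferases. Of the higher probes, C12771 was at least 7.80-fold higher in ‘Harumi’ and C15079 had a log2 ratio of 4.38 ± 1.50 (SD over 4 DAF; adjusted p = 0.0207 from limma; 3 arrays of ‘Kiyomi’ well above background), but neither passed the rule because of the signal filter. Of the lower probes, 2 passed it, C30176 and C28326, the latter with -2.15 ± 0.76 (adjusted p = 0.0266). Among the ankyrin repeat family proteins, C07830 passed the rule with 1.83 ± 0.52 (adjusted p = 0.0199 from limma), and the 2 lower probes did not pass it. Among the heat shock proteins, C27125 passed with -2.41 ± 0.39 (adjusted p = 0.00547 from limma). The second of them, C13029, was at least 12.9-fold lower in ‘Harumi’ and did not pass. Of the probes with the words protein kinase in their annotation, 1 of 5 higher and 2 of 6 lower probes passed the rule, and all of them were past limma's threshold. Other kinase annotations, such as MAPK/ERK kinase kinase 1 of C02829, were not counted in this class. All probes of these classes passed when a signal of 100 was asked of at least 1 array, a setting chosen after seeing the data.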

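Table S2 annotates 6 probes as nucleosome assembly protein 1;2, and all of them passed the 2-fold rule and limma's threshold. Their loci lie on scaffold 6 of the clementine mandarin genome. The probes have 5 distinct sequences, since C11826 and C11783 are identical and measure the same transcripts. C11826 had a log2 ratio of 3.28 ± 0.23 (SD over 4 DAF), C12105 had 2.47 ± 0.19, C11954 had 2.36 ± 0.11 and C13720 had 2.35 ± 0.19. These probes were well above background on all 8 arrays, whereas C11457 was not. When a signal of 100 was asked on all 8 arrays, 3 of the 6 probes passed. Table S3 lists 0 probes with this annotation. GO terms were not analysed here, because the annotation covers the probes of the tables only.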

GO term enrichment analysis was carried out to interpret their biological functions (Fig. 3)*.* Nucleosome assembly was the most enriched term in polyembryonic reproductive tissues, followed by lipid metabolic process, oxidation-reduction process, and hydrolase activity. Conversely, transmembrane transport, oxidoreductase activity, proteolysis, and RNA binding processes were less active. 

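Table S3 annotates 10 probes, with 8 distinct sequences, as transporters. Their log2 ratios were between -2.55 and -1.69, and all 10 were past the adjusted p of 0.05 in limma's test, while 4 of them passed the 2-fold rule with its signal filter. In Table S2, 1 probe was annotated as a transporter, with a log2 ratio of 1.95, and it did not pass the rule.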

Although some of these terms might reflect differences of genome composition between ‘Harumi’ and ‘Kiyomi’, this result indicated that polyembryonic reproductive tissues progress more active cell proliferation than monoembryonic reproductive tissues. 

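Probes of related loci can share a sequence and then give the same measurement. The 85 clementine mandarin probes of Table S2 had 81 distinct sequences and the 270 of Table S3 had 247. With each sequence counted once, 40 were higher and 124 lower in ‘Harumi’ by the 2-fold rule. In Table S2, 14 probes were not well above background on any array of ‘Kiyomi’, and 44 were well above it on all of them. In Table S3, 24 probes were not well above background on any array of ‘Harumi’, and 168 were well above it on all of them. Disease resistance proteins made up 3 probes of Table S2 and 16 of Table S3, of which 1 and 8 passed the rule.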

In fact, the growth of somatic embryos is generally precocious and more vigorous than that of zygotic embryos. 

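Annotations of oxidation-reduction, such as oxidoreductases, dehydrogenases, oxygenases and cytochrome P450, were given to 4 probes of Table S2 and to 27 probes of Table S3. By the 2-fold rule with its signal filter, 2 of the higher and 13 of the lower probes passed, and 4 and 20 were past limma's adjusted p of 0.05. Of the 4 higher and 27 lower probes, 2 and 14 were well above background on all 8 arrays. The lower probes had 24 distinct sequences.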

Oxidation reduction-related GO terms were found in both lists but the frequency was comparatively higher among the weakly expressed genes. In cotton (*Gossypium hirsutum* L.), inducing oxidative stress promoted somatic embryogenesis [9]. Oxidation reduction-related GO terms were extremely enriched during the early bud stage before flowering [22, 23].

**Fig. 3:**
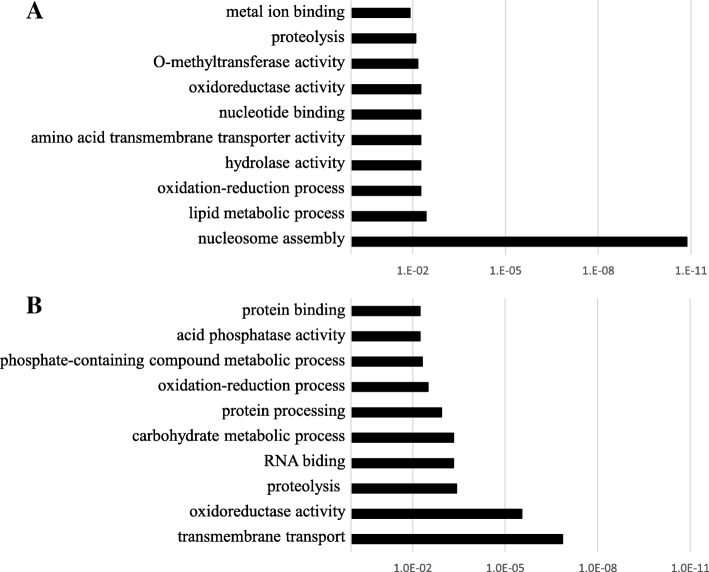
GO term enrichment analysis of highly expressed genes (**a**) and weakly expressed genes (**b**) using 356 genes with more than 2-fold differences in expression ratios between of ‘Kiyomi’ (monoembryonic variety) and ‘Harumi’ (polyembryonic variety) during whole experimental period. The Y-axis indicates the Fisher’s test *P*-value (−log10)

### Isolation and sequence analysis of the cDNA and genomic clone of CitRKD1

Full-length cDNA and genomic clones corresponding to NP-ORF44 were isolated from satsuma mandarin and their genomic structures were characterized (Fig. 4a). Two independent RKD homologs, named *CitRKD1-mg1* and *CitRKD1-mg2*, each comprised a 1065 bp ORF encoding 354 deduced amino acids with a molecular mass of 86.8 kDa and a pI of 4.2. The ORFs had six nucleotide differences between them but most were synonymous mutations, with only one non-synonymous mutation. Their genomic clones had six exons and five introns, and a 219 bp sequence including a 185 bp putative MITE sequence was inserted in the upstream region of *CitRKD1-mg2*. The MITE had a typical structure with a target site duplication (TSD) and terminal inserted repeat (TIR). The insertion was flanked by a 3 bp TSD (TAA) and the ends of the element had a 19 bp TSD (ACACATTCCAAATTTTTTA). BLAST analysis revealed that these genes were highly homologous to RKD genes of sweet orange (orange1.1g041600m), clementine mandarin (Ciclev10010497m) and trifoliate orange (*Poncirus trifoliata* Raf.) (ANH22496) with more than 97.5% identity at the amino acid sequence level. These citrus RKD genes were named *CitRKD1* and the RKD genes of sweet orange (*CitRKD1-org*), clementine mandarin (*CitRKD1-clm*) and trifoliate orange (*CitRKD1-tfo*) were considered as alleles of *CitRKD1*. The amino acid sequences of *CiRKD1-mg1* and *CitRKD1-mg2* were aligned with other citrus *CitRKD1* alleles (Fig. 4b). Their deduced amino acid sequences contained typical RWP-RK domains in the carboxy terminal region. RKD family members containing the RWP-RK domain have recently been characterized as important regulators of an egg cell-related gene expression program [35]. The RWP-RK domain consists of a basic region, helix region and loop, and the amino acid sequences around these regions were well conserved among the citrus species. Because the amino acid sequences of the citrus *CitRKD1* alleles were highly conserved, their protein functions are expected to be almost identical.

**Fig. 4:**
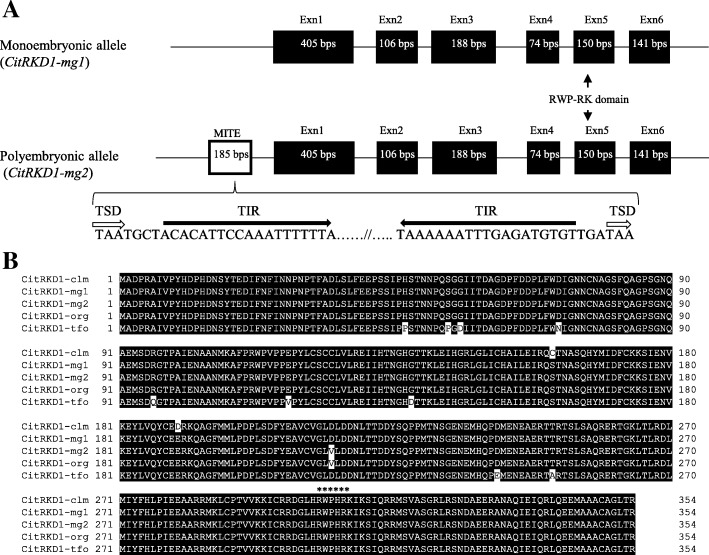
Genomic structure of *CitRKD1* alleles (*CitRKD1*-*mg1* and *CitRKD1-mg2*) isolated from satsuma mandarin (**a**) and amino acid sequence alignment (**b**) of *CitRKD1* alleles of orange (*CitRKD1-org*, orange1.1g041600m), clementine mandarin (*CitRKD1-clm*, Ciclev10010497m) and trifoliate orange (*CitRKD1-tfo*, ANH22496) with those of satsuma mandarin. A miniature inverted-repeat transposable element (MITE) comprising the typical target site duplication (TSD) and terminal inserted repeat (TIR) structure was found in the upstream region of *CitRKD1-mg2.* The asterisks indicate the conserved RWP-RK domain in plant RKD genes

Neighbour-joining phylogenetic tree analysis was carried out using the amino acid sequences of the *CitRKD1* alleles, and NLP and RKD genes of clementine mandarin and *Arabidopsis* (Fig. 5). There are seven RWP-RK domain-containing proteins in the clementine mandarin genome. Ciclev10010497m in scaffold 1, Ciclev10032332m in scaffold 4, and Ciclev10027531m in scaffold 7 are structurally classified into the RKD gene family. The citrus *CitRKD1* alleles were clustered with Ciclev10010497m in scaffold 1, which corresponded to the polyembryonic locus controlling embryonic type, implying that *CitRKD1* comprised multiple alleles at this locus. Because the *CitRKD1* alleles clustered more closely with *Arabidopsis* RKD genes than *Arabidopsis* NLP genes, *CitRKD1* was considered a member of the RKD family and should play a principal role in regulating somatic embryogenesis.

**Fig. 5:**
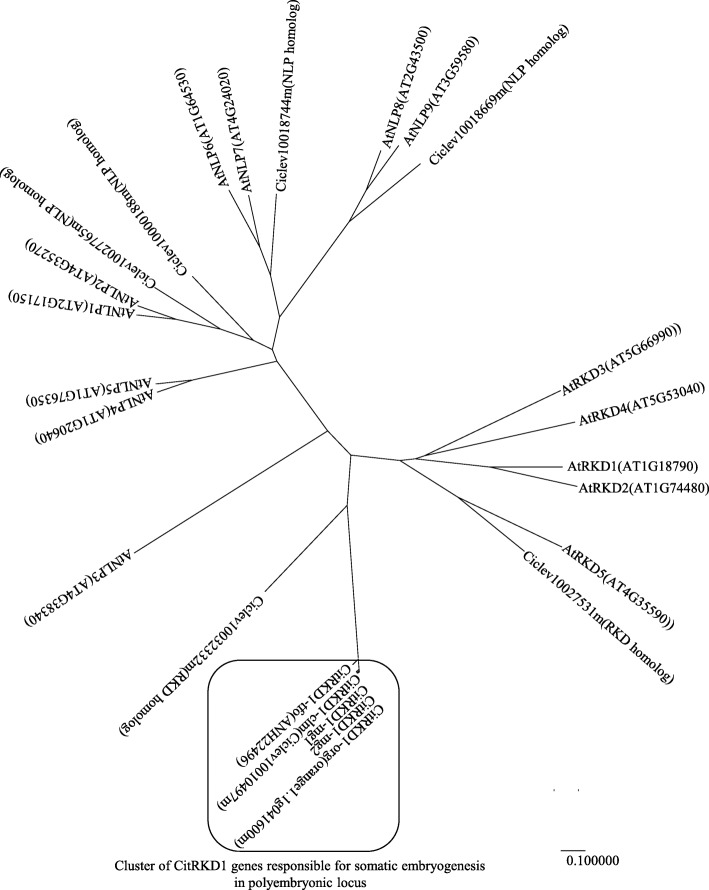
Phylogenetic tree analysis of RWP-RK domain-containing proteins in *Arabidopsis* and *Citrus* by the neighbor-joining (NJ) method. The tree is divided into two major nodes of NLPs and RKDs. NLP: NIN-like protein, RKD: RWP-RK domain-containing protein. There are three RKD homologs derived from different loci in the clementine mandarin genome (Ciclev10010497m in scaffold 1, Ciclev10032332m in scaffold 4, Ciclev10027531m in scaffold 7). The *Citrus CitRKD1* alleles were clustered with *CitRKD1-clm* (Ciclev10010497m) in scaffold 1, which corresponds to the polyembryonic locus controlling embryonic type

### Expression analysis of CitRKD1 in various tissues of Satsuma mandarin by RT-PCR

RT-PCR was carried out to investigate the expression pattern of *CitRKD1* in various tissues of satsuma mandarin. *CitRKD1* transcripts were detected in flowers at anthesis and young whole fruit at 30 DAF; thereafter, the transcript level decreased towards 60 DAF (Fig. 6a). In floral organs at anthesis, *CitRKD1* transcripts were detected in all examined tissues including the pistil, ovary, anther, petal and sepal (Fig. 6b). In contrast, no transcripts were detected in the vegetative tissues of leaves and stems, or in mature fruit. This expression pattern is likely associated with somatic embryo development in the seed, in which the formation of a primordium cell and initial spherical embryo was observed in the flowering bud stage and around 60 DAF, respectively [18, 19].

**Fig. 6:**
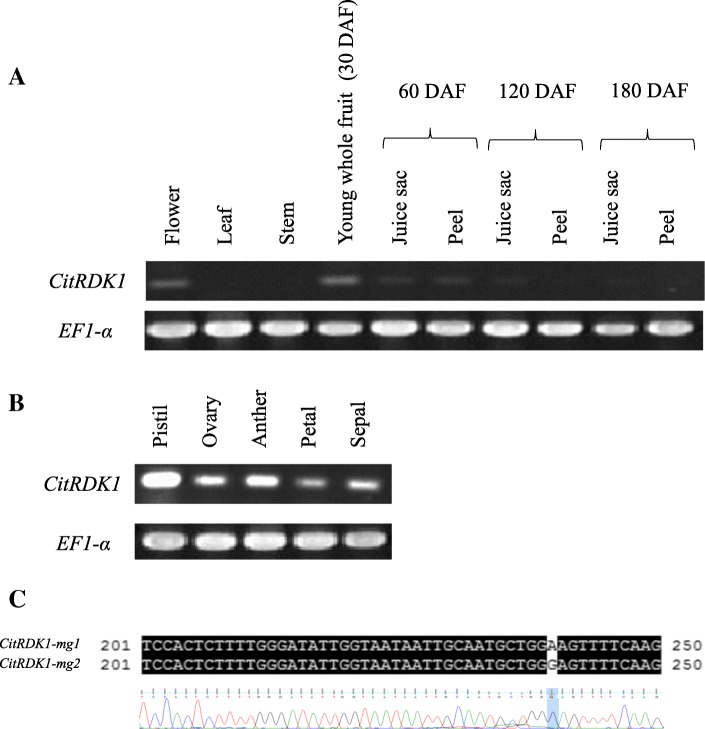
Gene expression patterns of *CitRKD1* in the flower, leaf, stem, young whole fruit at 30 days after flowering (DAF), and fruit tissues (juice sac and peel) from 60 to 180 DAF (**a**), and floral organs at anthesis (**b**) of satsuma mandarin by RT-PCR. *EF1-α* was used as an endogenous control gene. The PCR fragments were sequenced (**c**) and the *CitRKD1* transcripts were confirmed to derive from *CitRDK1-mg2* based on a SNP

Satsuma mandarin had two alleles (*CitRKD1-mg1* and *CitRKD1-mg2*) for *CitRKD1*, but conventional RT-PCR could not clarify whether the obtained PCR fragments came from either or both. Direct sequencing analysis of the PCR fragments indicated that transcripts were amplified from *CitRKD1-mg2* based on a SNP (A or G) at the 240th nucleotide from the initiation position of the coding region (Fig. 6c). The transcription of *CitRKD1-mg2* with a MITE insertion in the upstream region would be responsible for somatic embryogenesis.

### Production of transgenic sweet orange transformed with CitRKD1-mg2 in the antisense direction

To identify the function of *CitRKD1*, the coding region of *CitRKD1-mg2* in the antisense direction was inserted into the *CiFT* co-expression vector (Fig. 7a) [7]. ‘Hamlin’ sweet orange has polyembryonic seeds in nature and it was expected that transgenic ‘Hamlin’ sweet orange would fail to produce polyembryonic seeds*.* A total of 1274 epicotyl segments from ‘Hamlin’ sweet orange seedlings were transformed with *Agrobacterium* carrying *CiFT* co-expression vector construct, which were usually sufficient number to obtain plural independent transgenic lines. Ultimately, only one independent transgenic line was recovered, probably owing to poor regeneration and growth, and was subsequently grown in the greenhouse. Integration of the transgene into ‘Hamlin’ sweet orange was investigated through PCR analysis and the obtained transgenic line was confirmed to carry the vector construct. Southern blot analysis was carried out to determine the copy number of the transgene in the transgenic line, and revealed that it had a single copy (data not shown). RT-PCR analysis revealed that transcripts of the transgene were highly accumulated in leaves and flowers in the transgenic line (Fig. 7b). In control ‘Hamlin’ sweet orange, transcripts of the endogenous sweet orange *CitRKD1* allele (*CitRKD1-org*) were not detected in leaves and were accumulated in flowers. RT-PCR using *CitRKD1-org* specific primers revealed that the transcription level of endogenous *CitRKD1-org* was reduced under detection level in the transgenic sweet orange by the effect of transgene. For 1.5 years after *Agrobacterium* infection, morphologically normal flowers with fertile pollen bloomed but fruit set failed. Thereafter, transgenic sweet orange succeeded to bear fruits in 3 years after infection and self-pollinated mature fruits were harvested at 180 DAF.

**Fig. 7:**
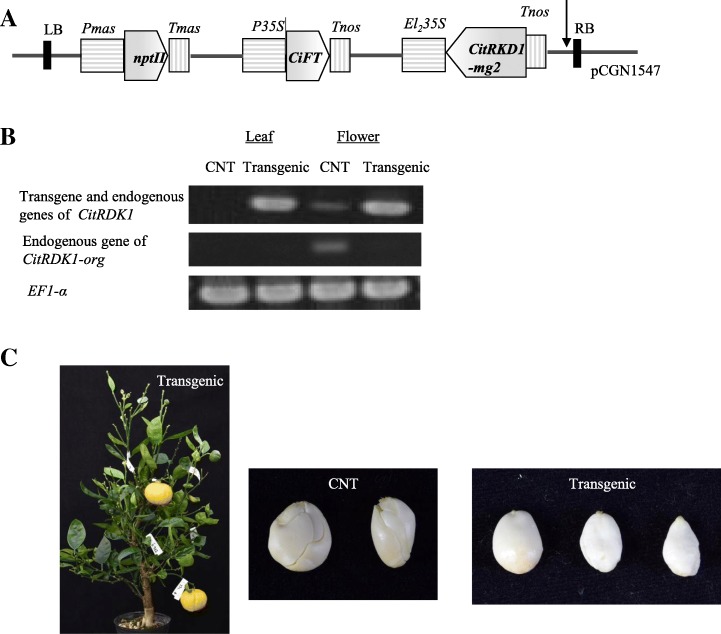
Structure of the *CiFT* co-expression vector with antisense *CitRKD1-mg2* (**a**) and gene expression of *CitRKD1* in leaves and flowers of control ‘Hamlin’ sweet orange (CNT) and transgenic sweet orange by RT-PCR (**b**). The transcription level of endogenous *CitRKD1-org* is investigated using *CitRKD1-org* specific primers. Transgenic sweet orange bearing fruits, seeds of control and transgenic ‘Hamlin’ sweet oranges after removing their seed coats are photographed (**c**). Only one independent line of regenerated transgenic sweet orange was obtained out of 1274 *Agrobacterium* infected epicotyl segments which are generally sufficient number to obtained plural independent transgenic lines, probably owing to deleterious effects of transgene

### Loss of CitRKD1 function by antisense-overexpression resulted in failure to generate polyembryonic seeds in transgenic sweet orange

The seed coats were removed from the seeds of harvested transgenic fruits, and transgenic and control ‘Hamlin’ sweet orange seeds were subsequently photographed (Fig. 7c). In transgenic sweet orange, most seeds exhibited a morphologically smooth surface and a few seeds had a slightly rough surface. In contrast, all seeds of the control ‘Hamlin’ sweet orange were recognizable as polyembryonic seeds at a glance. In the control sweet orange, 2–4 independent T_1_ plants germinated from each seed and a total of 27 independent T_1_ plants were grown from 10 seeds in pots. Conversely, 10 independent T_1_ plants were grown from 10 seeds of transgenic sweet orange. Cleaved amplified polymorphic sequence (CAPS) marker analysis was carried to investigate whether the T_1_ plants germinated from self-pollinated zygotic embryos or somatic embryos. Five CAPS markers located on five different linkage groups on the AGI map [36], which exhibited heterozygous genotypes in sweet orange, were used for DNA diagnosis of T_1_ plants. All T_1_ plants germinated from the control sweet orange had the same heterozygous genotype (a/b) for the five CAPS markers examined as the sweet orange and transgenic mother trees. In contrast, all T_1_ plants germinated from the transgenic sweet orange seeds had different genotypes to the mother tree (a/a or b/b), which occurred by self-pollination, for either of the five CAPS markers. A minimum set of three CAPS markers (Tf0001/*Msp*I, Mf0097/*Dra*I, Tf0013/*Rsa*I) could genetically discriminate all transgenic T_1_ plants from the mother tree (Fig. 8). This confirmed that the loss of *CitRKD1* function from antisense-overexpression resulted in failure to generate polyembryonic seeds in transgenic sweet orange. This result provided strong genetic evidence that *CitRKD1* plays an important role in regulating citrus somatic embryogenesis.

**Fig. 8:**
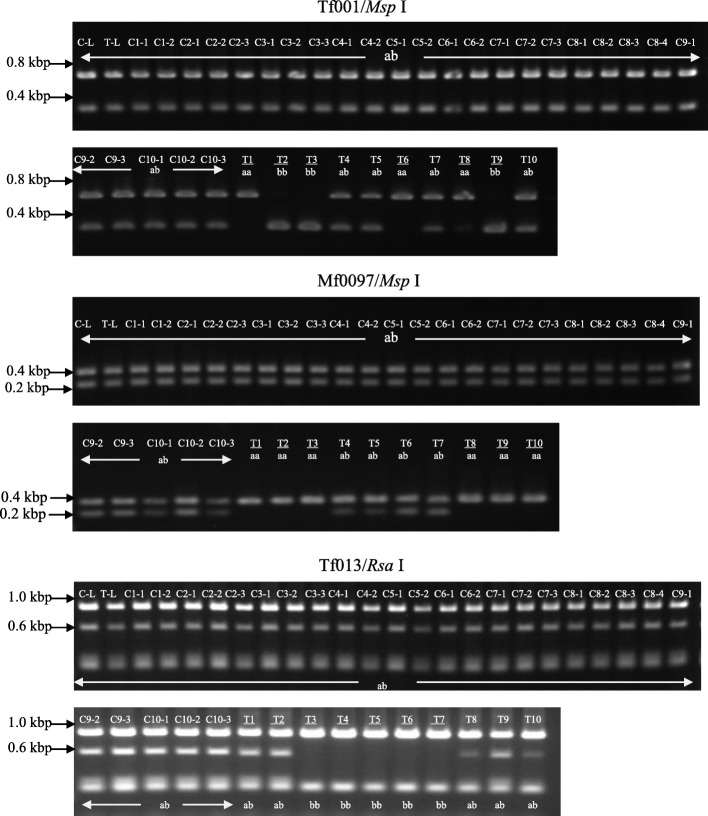
CAPS marker analysis of T_1_ plants germinated from seeds of control sweet orange (C1–1 to C10–3) and transgenic sweet orange (T1 to T10). DNA isolated from wild type sweet orange leaves (C-L) and transgenic sweet orange leaves (T-L) was used as a reference template. T_1_ plants with an underline had different genotypes from the control sweet orange and mother tree. Identical genotypes to sweet orange for the three CAPS markers means the T_1_ plant germinated from a polyembryo, while a different genotype means the T_1_ plant germinated from a zygotic embryo produced by self-pollination

### Association analysis between the MITE insertion in the upstream region and transcription of the CitRKD1 alleles

Of the two *CitRKD1* alleles in satsuma mandarin, transcription was only observed for the allele with the MITE insertion in the upstream region. To understand the association between the MITE insertion in the upstream region and the transcription of *CiRKD1* alleles, a tentative genotyping PCR assay was carried out to amplify the genomic region around the MITE insertion site (Fig. 9a). The five monoembryonic varieties commonly had an approximately 1.0 kbp single genomic PCR fragment, while the five polyembryonic varieties commonly had a 1.3 kbp genomic PCR fragment with or without a 1.0 kbp fragment (Fig. 9b). The 1.0 kbp genomic PCR fragment was derived from *CitRKD1* without the MITE insertion and the 1.3 kbp genomic PCR fragment came from *CitRKD1* with the MITE insertion. The monoembryonic varieties had homozygous genotypes for the *CitRKD1* allele without the MITE insertion, while the polyembryonic varieties had heterozygous genotypes with and without the MITE insertion, or homozygous genotypes with the MITE insertion. RT-PCR analysis revealed that transcripts were only present in the reproductive tissues of the polyembryonic varieties (Fig. 9c). Sequence analysis of the PCR fragments amplified from genomic DNA and cDNA indicated that the transcripts were generated from the alleles with the MITE insertion (data not shown). Therefore, *CitRKD1* alleles without the MITE insertion could be designated monoembryonic alleles and *CitRKD1* alleles with the MITE insertion were designated polyembryonic alleles. Considering that *CitRKD1* transcripts were observed only in polyembryonic varieties with polyembryonic alleles, it is conceivable that the MITE insertion in the upstream region might affect the transcription level of *CitRKD1*.

**Fig. 9:**
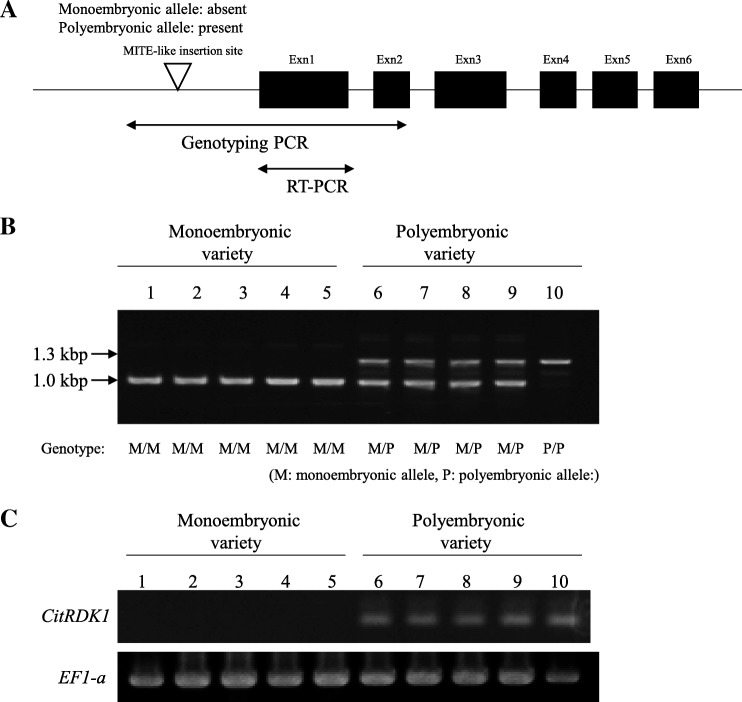
Association between promoter structure and transcription of *CitRDK1* in 10 representative citrus varieties. The illustration (**a**) indicates the PCR amplification region of *CitRDK1* in genotyping PCR (**b**) and RT-PCR (**c**). RT-PCR was conducted using young whole fruit at DAF30. The genotypes of *CitRKD1* alleles are shown by the combinations of M (monoembryonic allele) and P (polyembryonic allele). 1: clementine mandarin, 2: ‘Kiyomi’, 3: Mato buntan pumelo, 4: hyuga-natsu, 5: ‘Nishinokaori’ tangor, 6: satsuma mandarin, 7: ‘Harumi’, 8: ‘Valencia’ sweet orange, 9: ponkan mandarin, 10: ‘Saga’ mandarin

### Consistency between allelic genotypes of CitRKD1 and embryonic types in 95 traditional and breeding varieties

To confirm the consistency between *CitRKD1* allelic genotypes and embryonic phenotypes, the genotypes of 95 traditional and breeding varieties from Japanese breeding programs were investigated for MITE insertion allelism. A pair of primers was newly designed using the conserved sequences among *CitRKD1* alleles of 14 ancestral varieties from Japanese breeding programs (Table 1) [14]. In allelic genotyping PCR using the new primer set, approximately 0.7 and 1.0 kbp fragments corresponded to monoembryonic alleles (M) and polyembryonic alleles (P), respectively (Fig. 10). Among the 14 ancestral varieties, Duncan grapefruit, Dancy tangerine (*C. tangerina* hort. ex Tanaka), sweet orange, satsuma mandarin, ponkan mandarin, Mediterranean mandarin (*C. deliciosa* Ten.), king mandarin (*C. nobilis* Lour.) and ‘Murcott’ showed approximately 0.7 and 1.0 kbp fragments, indicating M/P genotype, while clementine mandarin, ‘Mukaku-kishu’ (*C. kinokuni* hort. ex Tanaka), Mato buntan pumelo, hassaku (*C. hassaku* hort. ex Tanaka), hyuga-natsu (*C. tamurana* hort. ex Tanaka) and iyo-kan (*C. iyo* hort. ex Tanaka) had single fragments of approximately 0.7 kbp, indicating M/M genotype. Based on the fragment patterns of the allelic genotyping PCR, allelic genotyping of *CitRKD1* was performed for the remaining 81 varieties. The genotypes of 52 varieties were M/M and those of 27 pedigrees were M/P. Only ‘Seminole’ and ‘Saga’ mandarin had P/P genotype, with single fragments of approximately 1.0 kbp in allelic genotyping PCR. The embryonic types of the 95 varieties were perfectly consistent with their allelic genotypes, with M/M varieties having monoembryonic seeds and M/P or P/P varieties having polyembryonic seeds. This allelic genotype and embryonic type information is summarized in Table 1.

**Table 1:** Embryonic phenotype and allelic genotype of *CitRDK1* for 95 traditional and breeding varieties in Japanese breeding program

Code	Variety	Academic name	Parental combination	Embryounic phenotype	Allelic genotype
1	grapefruit	*C. paradisi Macfad.C. paradisi Macfad.C. paradisi Macfad.*	Ancestral variety	polyembryonic	M/P
2	dancy tangerine	*C. tangerina hort. ex TanakaC. tangerina hort. ex TanakaC. tangerina hort. ex Tanaka*	Ancestral variety	polyembryonic	M/P
3	clementine mandarin	*C. clementina hort. ex TanakaC. clementina hort. ex TanakaC. clementina hort. ex Tanaka*	Ancestral variety	monoembryonic	M/M
4	Mukaku-kishu	*C. kinokuni hort. ex TanakaC. kinokuni hort. ex TanakaC. kinokuni hort. ex Tanaka*	Ancestral variety	monoembryonic^a^	M/M
5	Tanigawa-buntan	*C.grandis OsbeckC.grandis OsbeckC.grandis Osbeck*	Ancestral variety	monoembryonic	M/M
6	hassaku	*C. hassaku hort. ex TanakaC. hassaku hort. ex TanakaC. hassaku hort. ex Tanaka*	Ancestral variety	monoembryonic	M/M
7	hyuga-natsu	*C. tamurana hort. ex TanakaC. tamurana hort. ex TanakaC. tamurana hort. ex Tanaka*	Ancestral variety	monoembryonic	M/M
8	sweet orange	*C. sinensis (L.) OsbeckC. sinensis (L.) OsbeckC. sinensis (L.) Osbeck*	Ancestral variety	polyembryonic	M/P
9	Iyo-kan	*C. iyo hort. ex TanakaC. iyo hort. ex TanakaC. iyo hort. ex Tanaka*	Ancestral variety	monoembryonic	M/M
10	satsuma mandarin	*C. unshiu Marc.C. unshiu Marc.C. unshiu Marc.*	Ancestral variety	polyembryonic	M/P
11	ponkan mandarin	*C. reticulata BlancoC. reticulata BlancoC. reticulata Blanco*	Ancestral variety	polyembryonic	M/P
12	mediterranean mandarin	*C. deliciosa Ten.C. deliciosa Ten.C. deliciosa Ten.*	Ancestral variety	polyembryonic	M/P
13	king mandarin	*C. nobilis* Lour.C. nobilis Lour.C. nobilis Lour.	Ancestral variety	polyembryonic	M/P
14	Murcott	*–*	Ancestral variety	polyembryonic	M/P
15	Seminole	*–*	1 × 2	polyembryonic	P/P
16	Minneola	*–*	1 × 2	polyembryonic	M/P
17	Orlando	*–*	1 × 2	polyembryonic	M/P
18	Fortune	*–*	3 × 17	monoembryonic	M/M
19	Southern yellow	*–*	5 × 4	monoembryonic^a^	M/M
20	Nankou	*–*	10 × 3	monoembryonic	M/M
21	Ariake	*–*	8 × 3	monoembryonic	M/M
22	Sweet spring	*–*	10 × 6	monoembryonic	M/M
23	JHG	*–*	10 × 7	monoembryonic	M/M
24	Awa orange	*–*	7 × 8	polyembryonic	M/P
25	Kiyomi	*–*	10 × 8	monoembryonic	M/M
26	Aki tangor	*–*	10 × 8	monoembryonic	M/M
27	HF9	*–*	10 × 8	monoembryonic	M/M
28	Kankitsu chukanbohon Nou 6 gou	*–*	13 × 4	polyembryonic^a^	M/P
29	Hayaka	*–*	10 × 11	polyembryonic	M/P
30	Kara mandarin	*–*	10 × 13	polyembryonic	M/P
31	Encore	*–*	13 × 12	monoembryonic	M/M
32	Wilking	*–*	13 × 12	monoembryonic	M/M
33	Page	*–*	3 × 16	polyembryonic	M/P
34	Robinson	*–*	3 × 17	monoembryonic	M/M
35	Lee	*–*	3 × 17	monoembryonic	M/M
36	Fairchild	*–*	3 × 17	polyembryonic	M/P
37	Nova	*–*	3 × 17	polyembryonic	M/P
38	Osceola tangerine	*–*	3 × 17	polyembryonic	M/P
39	Seihou	*–*	10 × 16	polyembryonic	M/P
40	Akemi	*–*	10 × 15	polyembryonic	M/P
41	A7	*–*	22 × 8	monoembryonic	M/M
42	Okitsu 46 gou	*–*	22 × 8	monoembryonic	M/M
43	Nishino kaori	*–*	25 × 8	monoembryonic	M/M
44	KyOw No.21	*–*	25 × 10	monoembryonic	M/M
45	KyOw14	*–*	25 × 10	monoembryonic	M/M
46	Tsunokaori	*–*	25 × 10	polyembryonic	M/P
47	Shiranui	*–*	25 × 11	polyembryonic	M/P
48	Youkou	*–*	25 × 11	polyembryonic	M/P
49	Harumi	*–*	25 × 11	polyembryonic	M/P
50	Setomi	*–*	25 × 11	polyembryonic	M/P
51	EnOw21	*–*	31 × 10	monoembryonic	M/M
52	Kuchinotsu 39 gou	*–*	31 × 10	polyembryonic	M/P
53	Mihokoru	*–*	10 × 31	polyembryonic	M/P
54	KyEn No.4	*–*	25 × 31	monoembryonic	M/M
55	Tsunonozomi	*–*	25 × 31	monoembryonic	M/M
56	Amaka	*–*	25 × 31	monoembryonic	M/M
57	Okitsu 45 gou	*–*	25 × 32	monoembryonic	M/M
58	Tamami	*–*	25 × 32	monoembryonic	M/M
59	Benibae	*–*	27 × 31	monoembryonic	M/M
60	Hareyaka	*–*	31 × 11	polyembryonic	M/P
61	Amakusa	*–*	45 × 33	polyembryonic	M/P
62	Kuchinotsu 38 gou	*–*	44 × 34	monoembryonic	M/M
63	Saga mandarin	*–*	10 × 36	polyembryonic	P/P
64	Kankitsu chukanbohon Nou 5 gou	*–*	35 × 4	monoembryonic^a^	M/M
65	E-647	*–*	25 × 38	monoembryonic	M/M
66	Southern Red	*–*	30 × 38	monoembryonic	M/M
67	KyOw No.21·D No.4KyOw No.21·D No.4KyOw No.21·D No.4	*–*	44 × 2	monoembryonic	M/M
68	Kuchinotsu 28 gou	*–*	44 × 2	monoembryonic	M/M
69	Haruhi	*–*	42 × 24	polyembryonic	M/P
70	2700·Oiy-252,700·Oiy-252,700·Oiy-25	*–*	43 × 9	monoembryonic	M/M
71	No.1408	*–*	51 × (25 × 9)	monoembryonic	M/M
72	Kuchinotsu 18 gou	*–*	44 × 31	monoembryonic	M/M
73	Kuchinotsu 35 gou	*–*	44 × 31	monoembryonic	M/M
74	Kanpei	*–*	43 × 11	polyembryonic	M/P
75	Okitsu 57 gou	*–*	42 × 49	monoembryonic	M/M
76	Asumi	*–*	42 × 49	monoembryonic	M/M
77	Asuki	*–*	42 × 49	monoembryonic	M/M
78	Seinannohikari	*–*	51 × 48	polyembryonic	M/P
79	Kuchinotsu 27 gou	*–*	51 × 48	monoembryonic	M/M
80	Okitsu 59 gou	*–*	41 × (25 × 32)41 × (25 × 32)	monoembryonic	M/M
81	Kuchinotsu 33 gou	*–*	45 × 31	monoembryonic	M/M
82	Tsunokagayaki	*–*	45 × 31	monoembryonic	M/M
83	Setoka	*–*	54 × 14	polyembryonic	M/P
84	Kuchinotsu 36 gou	*–*	? × 14	monoembryonic	M/M
85	Reikou	*–*	? × 14	polyembryonic	M/P
86	Ehime kashi No. 28 gou	*–*	20 × 61	monoembryonic	M/M
87	Kuchinotsu 49 gou	*–*	(KO21 ‘ ROb16) ‘ 71(KO21 ‘ ROb16) ‘ 71	monoembryonic	M/M
88	Okitsu 56 gou	*–*	57 × 64	monoembryonic	M/M
89	No.1011	*–*	20 × 70	monoembryonic	M/M
90	Kuchinotsu 51 gou	*–*	(? × 2) × 79(? × 2) × 79	monoembryonic	M/M
91	Harehime	*–*	65 × 10	monoembryonic	M/M
92	Okitsu 63 gou	*–*	65 × 11	polyembryonic	M/P
93	Kuchinotsu 52 gou	*–*	82 × 21	monoembryonic	M/M
94	Mihaya	*–*	55 × 71	monoembryonic	M/M
95	Okitsu 67 gou	*–*	91 × 88	monoembryonic	M/M

*M* monoembryonic allele, *P* polyemrbyonic allele

^a^: Phenotype is not visually confimed due to seedless but is determined based on the phenotypes of pedigrees in the cross hybrid tests

**Fig. 10:**
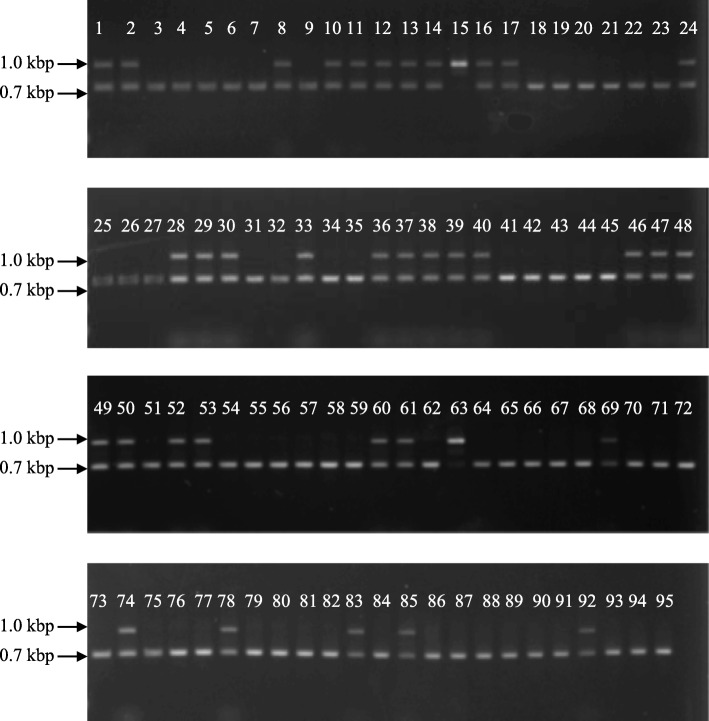
Allelic genotyping PCR of *CitRDK1* alleles for 95 traditional and breeding varieties in Japanese breeding programs using the P/M marker. The upper fragment is derived from the polyembryonic allele and the lower fragment is derived from the monoembryonic allele. ‘Seminole’ (15) and ‘Saga’ mandarin (63) possess homozygous polyembryonic alleles in their genomes

Parent-offspring trio analysis was carried out to validate the allele combinations inherited from parent varieties. The allele genotypes of most parent varieties were M/M or M/P, so their offspring genotypes should be either M/M or M/P but not P/P. Among the 78 parent-offspring combinations in which parentage was confirmed by DNA diagnosis [31], no discrepancies were observed in the parent-offspring relationships. The polyembryonic alleles of ‘Seminole’ and ‘Saga’ were inherited from polyembryonic alleles in both parents with the M/P genotype. These results confirmed that MITE insertion was correlated with polyembryonic seed development and that the polyembryonic allele was dominant against the monoembryonic allele.

## Discussion

In the present study, we report the isolation and functional characterization of *CitRKD1*, which has a RWP-RK domain and is likely involved in somatic embryogenesis in citrus nucellar tissues. *CitRKD1*, which corresponds to NP-ORF44 at the polyembryonic locus controlling embryonic type, was identified to regulate somatic embryogenesis in nucellar tissues through various analyses of gene expression, genomic structure and loss of function using transgenic sweet orange. Plant-specific RWP-RK family transcription factors are phylogenetically classified into two major subfamilies: NIN-like proteins (NLPs), which are key regulators of N signalling and are involved in nodule organogenesis, and RKD proteins, which are involved in egg cell specification and differentiation [5]. Most RKD genes are expressed predominantly in plant reproductive tissues and are considered to regulate egg cell proliferation by reprograming nucellar cells. *AtRKD5* has a broad expression profile throughout all *Arabidopsis* tissues including vegetative organs and might have a fundamental function during the plant life cycle rather than in egg cell formation [21, 34]. Phylogenetic analysis (Fig. 5) suggested the citrus RKD genes responsible for somatic embryogenesis might have functionally diverged from *Arabidopsis* RKD genes from a putative common ancestor gene during the evolutionary process in dicotyledonous plants. *CitRKD1* lacked motif 12 of the RKD(A) subfamily structure but possessed motifs 1 and 2 around the RWP-RK domain [5]. Therefore, CitRKD1 would be expected to have a similar protein function in regulating egg cell proliferation by reprograming nucellar cells.

The effect of loss of *CitRKD1* function on somatic embryogenesis was investigated using transgenic sweet orange by antisense-overexpression and resulted in the failure of somatic embryogenesis. Although only one independent line of transgenic sweet orange was generated in this study, this result provides important genetic evidence that *CitRKD1* at the polyembryonic locus is involved in somatic embryogenesis and that the transcription of *CitRKD1* is required to generate polyembryos in nucellar tissues. At present, it is still hard to evaluate reproductive organ traits in transgenic perennial fruit trees because of their long juvenile stage. In addition, a possible reason for the low success rate of transgenic lines might be deleterious effects of the transgene. In *Arabidopsis*, mutants of the *AtRKD1* and *AtRKD2* genes responsible for egg cell proliferation did not display obvious defects in either sporophytic or gametophytic tissues due to functional redundancy within the *AtRKD* gene family, but ectopic expression of *AtRKD1* and *AtRKD2* caused severe distortion of plant growth including aberrant tissue proliferation [21]. In addition, *Atrkd4* loss of function mutants showed impaired zygotic cell elongation and subsequent cell division patterning [40]. In *Marchantia polymorpha*, *MpRKD*, which is orthologous to *AtRKD* genes, is required to keep the egg cell quiescent in the absence of fertilization by preventing parthenogenesis, but ectopic expression of *MpRKD* in *Arabidopsis* did not produce any obvious phenotypes [34]. Considering the RDK family genes are intimately intertwined with other RDK family genes or with downstream associated genes in the embryogenic process, it is possible that the loss of *CitRKD1* function might have deleterious effects on the regeneration of sweet orange. In fact, the feasibility of obtaining regenerated plants in citrus depends on the maternal genotype and monoembryonic varieties tend to have lower embryogenic capacity both in vivo and in vitro than polyembryonic varieties [4].

In citrus, multiple alleles of *CitRKD1* with high sequence homologies are located at the polyembryonic locus controlling embryonic type (poly/monoembryony). These alleles were classified structurally into polyembryonic alleles with the MITE insertion and monoembryonic alleles without it. *CitRKD1* transcripts were only detected in the reproductive tissues of polyembryonic varieties with polyembryonic alleles. Therefore, the MITE insertion in the upstream region likely acts as a regulator by affecting transcription. It was reported that the MITE insertion in the upstream region co-segregated with poly/monoembryonic phenotypes in a segregating population and representative varieties [41]. MITE is a class of DNA transposon and comprises TIRs flanked by small direct repeats [8]. MITEs are frequently inserted into promoters, untranslated regions, introns or coding region of plant genes and play an important role in regulating gene expression and in genome evolution. The effects of MITEs inserted close to genes on transcription levels vary, e.g. some MITE insertions increase expression, some decrease expression, and some do not affect expression at all in rice (*Oryza sativa*) [24]. There are many reports that MITE insertion in the upstream region of a gene enhances transcription and results in a new phenotype, such as in *Hordeum vulgare* [38] and *Sorghum bicolor* [26]. The *cis*-regulatory elements in the upstream regions of *CitRKD1-mg1* and *CitRKD1-mg2* were compared using the PLACE database (https://sogo.dna.affrc.go.jp/cgi-bin/sogo.cgi?lang=en&pj=640&action=page&page=newplace**)** (data not shown). Various *cis*-regulatory elements such as a MYB recognition site found in *Arabidopsis* rd22 (MYB2CONSENSUSAT) [1], a binding site for BELL homeodomain transcription factors (BIHD1OS) [25], a copper-response element (CURECORECR) [33], and a light-induced motif (SORLIP1) [12] were commonly found in both upstream regions. While, several *cis*-regulatory elements specific to *CitRKD1-mg2* were found such as a *cis*-regulatory element for L1 layer-specific gene expression (SORLIP1AT9) [2] and a sugar response element (SRE) [39]. These *cis*-regulatory elements are not sufficient to explain the broad expression profile of *CitRKD1* in reproductive tissues of polyembryonic varieties. Considering that *AtRKD1* and *AtRKD2* are temporally and preferentially expressed in egg cells in *Arabidopsis*, it is conceivable that the MITE insertion might alter the innate time- and tissue-specific expression profile in embryogenesis, resulting in broad expression in various reproductive tissues and prolonged gene expression from flowering to the early stage of fruit development.

A DNA marker to detect MITE insertion in the upstream region of *CitRKD1* was newly developed using the conserved sequence among 14 ancestral varieties from Japanese citrus breeding programs. This DNA marker named as P/M marker could be applied to various citrus species including mandarin, sweet orange, pumelo, and their hybrids. The allelic genotypes of 95 varieties and breeding pedigrees evaluated using the P/M marker perfectly matched their embryonic phenotypes and the allele combinations in parent-offspring relationships. These results are in agreement with previous reports that polyembryony in citrus is regulated by a single dominant gene [15, 32]. In citrus, the polyembryony phenomenon makes it difficult to obtain zygotic embryos and is one of the limiting factors to expanding the genetic diversity. The newly developed P/M maker can be applied to a wide range of citrus varieties and could help to increase the number of parental combinations in citrus cross breeding.

## Conclusion

The present study provides genetic evidence that the CitRKD1 with a RWP-RK domain at the polyembryonic locus plays a principal role in regulating somatic embryogenesis in citrus nucellar tissues. *CitRKD1* alleles were divided into two types, polyembryonic alleles with a MITE insertion and monoembryonic alleles without it. The protein functions of these alleles might be almost identical because of their almost identical amino acid sequences. The transcription of *CitRKD1* might be likely controlled by the MITE insertion in the upstream region, which might act as a transcriptional regulator to alter the innate expression profiles of plant RKD genes with egg cell-specific expression patterns. The information obtained in this study provides a new insight into the apomictic reproduction of heterozygous plants but further analysis is required to clarify whether the MITE insertion can explain how *CitRKD1* acquired broad expression patterns in terms of both time and tissues in contrast to typical plant RKD genes, which have egg cell-specific expression profiles, as well as to address various questions such as what happens in the downstream signalling pathway triggered by *CitRKD1* and how *CitRKD1* have evolved among apomictic plant species.

## Methods

### Plant materials and microarray analysis

‘Kiyomi’ and ‘Harumi’, cultivated at NARO Institute of Fruit and Tea Tree Science (NIFTS), Department of Citrus Research (Shizuoka, Japan), were used as materials for monoembryonic and polyembryonic varieties, respectively. Whole young fruits at 15, 30, 45 and 60 DAF were collected for microarray analysis, immediately frozen in liquid nitrogen, and stored at − 80 °C for RNA isolation. Total RNA was extracted according to a past report [13].

A custom oligo-DNA microarray was designed using the eArray system (Agilent Technologies, Santa Clara, CA, USA; https://earray.chem.agilent.com/earray/) according to the standard system protocols. Probes were constructed using 79 NP-ORFs in the 380 kbp draft sequence of the polyembryonic locus (accession number: AB573149) [28] by the Rice Genome Automated Annotation System (RiceGAAS) (http://ricegaas.dna.affrc.go.jp/) program, and 29,148 assembled mRNAs in the clementine mandarin genome sequence ver. 1.0 (accession number: AMZM001000000) [42]. For the 79 NP-ORFs, probe design was carried out against each exon as far as possible. In total, 29,539 independent probes (391 probes from the polyembryonic locus, 29,148 probes from mRNAs of the clementine mandarin genome sequence) were generated and duplicates were mounted on the custom oligo-DNA microarray (Agilent Design #059979) under the 4 × 44 K format of the Agilent system.

RNA samples were labelled with cyanine-3-labelled cytosine triphosphate using a Low Input Quick-Amp Labelling Kit (Agilent Technologies) according to the manufacturer’s directions. The labelled cRNAs were subsequently hybridized on the custom oligo-DNA microarray using a Gene Expression Hybridization kit (Agilent Technologies) according to the manufacturer’s directions. After washing in GE washing buffer (Agilent Technologies), the glass slides were scanned with an Agilent Microarray Scanner (G2505C, Agilent Technologies). The Feature Extraction software (version 10.5.1.1), employing defaults for all parameters, was used to convert the images into gene expression data. Data analysis was carried out using Subio platform version 1.12 (Subio Inc., Aichi, Japan). The raw data were normalized to the 75th percentile intensity of probes above the background level (gIsWellAbove = 1). The normalized values were filtered based on expression changes under the following conditions: lower signal intensity cut-off < 100, cut-off probes flagged with IsPosAndSignif, expression changes greater than 2-fold differences in the expression ratio between ‘Kiyomi’ and ‘Harumi’ throughout all experiments. GO term enrichment analysis was carried out using the Fisher’s exact test function of the software. The complete microarray data have been deposited in the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE115082) under series entry GSE115082.

### Gene expression analysis of candidate genes in whole young fruits at 15 and 30 DAF of ‘Kiyomi’ and ‘Harumi’ by RT-PCR

cDNA was prepared with 1 μg of purified total RNA using a QuantiTect® Reverse Transcription Kit (Qiagen, Hilden, Germany). The PCR reaction was performed in a ProFlex PCR system (Applied Biosystems, Foster City, CA, USA) thermal cycler using *Ex Taq*® DNA polymerase (Takara, Tokyo, Japan) under the following conditions: 30 cycles of 10 s at 94 °C, 15 s at 56 °C, and 60 s at 72 °C. Primer sequences for four candidate genes were designed using the conserved sequences in the corresponding genes of clementine mandarin and sweet orange in the Phytozome database (https://phytozome.jgi.doe.gov/pz/portal.html). Their primer sequences and those of the control gene *EF1-α* are listed in Additional file 3: Table S3. The PCR products for each reaction were analysed using electrophoresis in 1.5% (*v*/v) agarose gels.

### Isolation and sequencing of cDNA and genomic clones of CitRKD1

Full-length cDNA clones corresponding to NP-ORF44 were obtained from cDNA of satsuma mandarin ovary tissue at anthesis by PCR amplification using primeSTAR® GXL DNA polymerase (Takara). The primer sequences were as follows: forward primer, 5′-TACCTTAAAGAAGCAGCACCACCGA-3′; reverse primer, 5′-GTTTCTTTCAGCTGGTGATCCTT-3′. Genomic DNA was extracted from satsuma mandarin leaves according to a previous report [6]. Genomic clones, including approximately 1.0 kbp of the upstream region and the coding region, were also obtained using the following primer set: forward primer, 5′-AACGAAGGATTAACAGTATTC-3′; reverse primer, 5′-TAATCAGCCTACTTCGTTC-3′. The amplified PCR products were cloned into the pUC118 vector (Takara) using the Mighty cloning reagent set (Takara), and transformed into *Escherichia coli* strain XL-1 Blue. Sanger sequencing analysis was carried out using a BigDye Terminator v. 3.1 Cycle Sequencing Kit (Applied Biosystems) with an ABI PRISM 3100 Genetic Analyzer (Applied Biosystems). Two independent clones corresponding to NP-ORF44 were obtained each from cDNA and genomic DNA of satsuma mandarin, and their complete nucleotide and amino acid sequences were registered in the DNA Data Bank of Japan (DDBJ) (*CitRKD1-mg1*: LC385050, *CitRKD1-mg2*: LC385049)*.* The introns and exons were determined by sequence comparison of genomic and cDNA clones. The deduced amino acid sequences of CitRKD1-mg1 and CitRKD1-mg2 were aligned with other citrus CitRKD1 alleles registered in the public DNA database. Phylogenetic tree analysis was carried out using the neighbour-joining method in the computer program Genetyx-Win Ver. 11.0 (Software Development, Tokyo, Japan), using citrus CitRKD1 alleles, and NLP and RKD genes of clementine mandarin and *Arabidopsis.*

### Expression analysis of CitRKD1 in various tissues of Satsuma mandarin by RT-PCR

Various tissues of satsuma mandarin were sampled including flowers at anthesis, leaves, stems, young whole fruit at 30 DAF and fruit tissues (juice sac and peel) at 60, 120, and 180 DAF. Flowers at anthesis were separated into anthers, pistils, petals, ovaries and sepals. RNA extraction, cDNA preparation and RT-PCR were carried out as described above using the same primer set for NP-ORF44 under the same conditions. The PCR fragment amplified from cDNA of young fruit at 30 DAF was directly sequenced as described above.

### Production of transgenic sweet orange with antisense-overexpression of CuRKD-mg2

The full-length cDNA of *CiRKD1-mg2* was inserted into the *CiFT* co-expression vector [7] in the antisense direction, under the *Cauliflower mosaic virus* (CaMV) 35S promoter. Epicotyl segments of ‘Hamlin’ sweet orange were inoculated with *Agrobacterium tumefaciens* strain LBA4404 according to a previous report [3]. Each adventitious shoot was grafted in vitro onto etiolated Troyer citrange (*C. sinensis* L. × *P. trifoliata* Raf.) seedlings. These grafted plants were re-grafted onto rough lemon (*C. jambhiri* Lush.). Transgene incorporation and Southern blot analyses were carried out according to a previous report [7]. The leaves and flowers of the transgenic sweet orange were sampled and subjected to gene expression analysis for the transgene by RT-PCR under the same conditions for NP-ORF44. The transcription level of endogenous *CitRKD1-org* in the transgenic sweet orange were investigated using the pair of primers as follows: forward primer, 5′-AGAGACTTGATGATTTATTTTCATCTCC-3′ in the fifth exon of *CitRKD1-org*; reverse primer, 5′-TGATCCTTAGCATTAGAGAATGTGT- 3′ in the 3′ untranslated region of *CitRKD1-org*.

The transgenic sweet orange was self-pollinated and mature fruits were harvested at 180 DAF. The seed coats of the transgenic seeds were removed and phenotypic changes of the transgenic seeds were observed. Each seed was separately planted into potting soil and grown in a growth chamber at 25 °C for 4 weeks. Genomic DNA was extracted from the leaves of each germinated T_1_ plant and CAPS analysis was carried out to compare the genotypes of the T_1_ plants between control and transgenic ‘Hamlin’ sweet oranges according to a past report [36]. Five CAPS markers (Cp1624/*Msp*I, Tf0326/*Hha*I, Tf0001/*Msp*I, Mf0097/*Dra*I and Tf0013/*Rsa*I) were selected because the marker loci were in different linkage groups (1, 2, 5, 7 and 8, respectively) and they had heterozygous genotypes in sweet orange. The reaction products were analysed using electrophoresis in 2.0% (*v*/v) agarose gels.

### Association between MITE insertion in the upstream region and transcription of CitRKD1 alleles among 10 representative citrus varieties

Ten representative varieties were investigated to determine whether the MITE insertion affected the transcription of *CitRKD1* as follows; clementine mandarin, ‘Kiyomi’, Mato buntan pumelo, hyuga-natsu and ‘Nishino kaori’ (‘Kiyomi’ × sweet orange) as monoembryonic varieties, and satsuma mandarin, ‘Harumi’, ‘Valencia’ orange, ponkan mandarin and ‘Saga’ mandarin as polyembryonic varieties. The absence or presence of the MITE insertion was evaluated by genomic PCR using the following primer set; forward primer (5′-GTTACTTGGAGACGGCCTAACG-3′) and reverse primer (5′-TCGATCATGTAATGCTGACTC-3′). RT-PCR was carried out under the conditions described above using the same primer set for NP-ORF44.

### Development of a DNA marker discriminating mono/polyembryonic alleles and its application for genotyping of traditional and breeding varieties in Japanese breeding programs

The following 14 ancestral citrus varieties in Japanese breeding programs [14] were used to obtain reference sequences of *CitRKD1* alleles because all alleles in the pedigrees were derived from them; Duncan grapefruit, Dancy tangerine, clementine mandarin, ‘Mukaku-kishu’, Tanigawa buntan pumelo, hassaku, hyuga-natsu, sweet orange, Iyo-kan, satsuma mandarin, ponkan mandarin, Mediterranean mandarin, King mandarin, and ‘Murcott’. Approximately 1.0 kbp to 1.3 kbp fragments including the MITE insertion site in the *CitRKD1* alleles were amplified from their genomic DNA by PCR using primeSTAR® GXL DNA polymerase (Takara), with the same primer set used for genomic PCR described above, and were sequenced. With the aim of precisely evaluating the allelic genotypes of 95 traditional and breeding varieties, a new primer set for a DNA marker (P/M marker) discriminating mono/poly embryonic allelic genotypes was designed with Genetyx-Win ver. 11 (Software Development Co.) using the conserved nucleotide sequences among them. The primer sequence of P/M marker was as follows; sense primer: 5′-TCTCTGGTTCATTGAGAATCC-3′ in the upstream region, antisense primer: 5′-CTGAGCACCAGGCAACAACTAC-3′ in the second exon. Allelic genotyping PCR was carried out using *Ex Taq*® DNA polymerase (Takara) with a program of 30 cycles of 10 s at 98 °C, 5 s at 58 °C, and 30 s at 72 °C in a 25 μl reaction solution. The PCR product for each reaction was analysed using electrophoresis in a 1.5% (*v*/v) agarose gel.

## Additional files

Additional file 1: **Table S1.** Primer sequences of candidate genes on polyembryonic locus for RT-PCR.

Additional file 2: **Table S2.** Highly expressed genes in polyembryonic reproductive tissues selected by microarray analysis.

Additional file 3: **Table S3.** Weakly expressed genes in polyembryonic reproductive tissues selected by microarray analysis.

## Abbreviations

BAC: bacterial artificial chromosome
CAPS: cleaved amplified polymorphic sequences
DAF: days after flowering
MITE: miniature inverted-repeat transposable element
NGS: next-generation sequencing
ORF: open reading frame
RKD: RWP-RKD domain-containing
SNP: single nucleotide polymorphism
SSH: subtractive suppression hybridization
TIR: terminal inserted repeat
TSD: target site duplication

How the deposited data were processed for this re-analysis (not part of the article)

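Gene expression was measured in whole young fruits of ‘Kiyomi’, a monoembryonic variety, and ‘Harumi’, a polyembryonic variety, at 15, 30, 45 and 60 DAF, with 1 single-colour array for each variety and DAF. The samples were assigned to variety and DAF from their labels, which match the design that the paper describes. The authors deposited, for each array, the intensity of every spot as the Feature Extraction software gave it (version 10.7.3.1 in the file headers), with the background already removed and before normalization. The authors also deposited a table of processed values, which are on the log2 scale. Set against the spot intensities, these values were found to be scaled to the 75th percentile of all non-control spots of each array and centred on the median of each probe, so they have no detection limit. They were used as an alternative. Tables S2 and S3 of the paper give the authors' fold values, as linear ratios of ‘Harumi’ to ‘Kiyomi’ at each DAF. For the 355 clementine mandarin probes in them, these folds equal those from the deposited processed values within 0.1%. In the deposited table, 0 columns of samples were left unused.

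For the values reported here, the processed signal of each non-control spot was divided by the 75th percentile of the signals well above background on its array and turned to log2, and copies of a probe were averaged after 36 spots called outliers had been left out. The 2-fold rule asked for a ratio over 2 in the same direction at all 4 DAF. The methods of the paper give a signal cut-off of 100 and a flag for positive and significant signals, and its text does not name on how many arrays they must hold. Here, both were asked of the brighter array at every DAF. Limma was fitted to all 8 arrays with DAF as a factor and variety as the term tested, for the 24182 probes well above background on at least 4 of the 8 arrays, and adjusted p-values are by the Benjamini-Hochberg method with a threshold of 0.05. The arrays of 1 DAF deviated together from the means of their varieties, with correlations across probes of 0.688, 0.658, 0.506 and 0.67 at 15, 30, 45 and 60 DAF, so DAF was kept as a block. Because no array is replicated within a variety and DAF, the spread in this fit is the change of the difference between varieties over DAF. A probe whose difference changes with DAF therefore has a large spread by construction. Dim signals entered this fit as measured, so its p-values do not test the values written as at least N-fold.

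Candidate genes were compared by exact permutation tests over their sense probes at each DAF and by an exact sign-flip test over the 4 DAF, both two-sided. The first compares 2 arrays without pairing the values by probe, and the smallest p that the second can give is 0.13 when rounded. The genes and probes named in the text are those that the paper names for the microarray, NP-ORF23, which the paper names only in its table of primers, the members of 4 annotation classes in Tables S2 and S3 (nucleosome assembly, heat shock, ankyrin repeat and UDP-glycosyltransferase), and the 5 highest and the 5 lowest clementine mandarin probes past the 2-fold rule. NP-ORF09, NP-ORF18, NP-ORF26, NP-ORF28, NP-ORF39, NP-ORF78, BBML and C09737 were added after their values were seen. Gene names and annotations are those of Tables S2 and S3, and the files do not pair other probes with annotations. For this reason no enrichment of classes was tested, and the homologs in Fig. 5 were not analysed here. No genome was used, and probes were compared with each other by BLAST+.

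In simulated data with the layout of the comparison of ‘Harumi’ with ‘Kiyomi’, 200 of 24182 probes were changed by 1.5 on the log2 scale. Limma recovered 79.5% of them with 10 false calls. The 2-fold rule, applied here without its signal filter, recovered 61.5% with 11 false calls, so these values do not describe the rule with the filter. The noise was drawn as independent normal values with the spread that limma had fitted, so limma was tried on its own model. The median estimate of the change was 1.499.

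The alternatives set before the data were examined were other scalings (the 75th percentile of all non-control spots, the median, quantile normalization and the authors' processed values), normexp background correction with an offset of 50, a floor of 100 after scaling, other signal filters, single copies of a probe, thresholds of 1.5-fold and 3-fold, each DAF left out in turn, other models and filters for limma, and other averages over probes. Signals of dim probes raised to the lowest signal well above background, a signal of 100 on at least 1 array, and probes counted by distinct sequence were chosen after seeing the data. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, BLAST+ 2.17.0, R 4.3.3 and limma 3.58.1.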

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

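All tests of explanations in this part were chosen only after the results were seen.

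NP-ORF23 changed direction with DAF. The mean log2 ratio of ‘Harumi’ to ‘Kiyomi’ over its 2 sense probes was 5.23 at 15 DAF, -1.84 at 30 DAF, -1.72 at 45 DAF and 3.95 at 60 DAF. It stood out because both probes were higher in ‘Harumi’ at 15 and 60 DAF and lower at 30 and 45 DAF; the difference between the stages was not tested, since each stage has 1 array per variety. Swapped variety labels at 30 and 45 DAF would turn most probes around, but only 11 clementine mandarin probes over 2-fold followed this order of directions, against 561 over 2-fold in the same direction at every DAF. Faulty spots of the NP-ORF23 probes would not reach other spots. C09737, a clementine mandarin probe that shares 58 bases at 98.276% identity with 1 of the NP-ORF23 probes, followed the same order, with its smallest ratio at 1.68 on the log2 scale in the direction of NP-ORF23. The highest signal of the NP-ORF23 probes was 17612, far from background. A difference in when the gene is expressed in the 2 varieties, or between the fruits sampled at each stage, remains open and was not tested. The paper lists primers for NP-ORF23 and reports RT-PCR of candidate genes at 15 and 30 DAF, where it states that only NP-ORF44 differed clearly. Its text does not name NP-ORF23 there.

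Antisense probes, on which the paper does not report, also gave signals. Of 719 antisense probes, 83 (11.5%) were well above background on all 8 arrays, against 521 of 720 sense probes. None of the antisense probes passed the 2-fold rule with its signal filter, and 19 were past limma's adjusted p of 0.05. Without the filter, some were over 2-fold lower in ‘Harumi’ at every DAF, such as the exon 3 antisense probes of NP-ORF24 and NP-ORF60. In 79 of the 83 pairs the sense probe had signal on at least 1 array too, so labelling of the wrong strand and an antisense transcript cannot be told apart there: both would give signal from both probes. In 4 pairs the sense probe was not well above background on any array, although the antisense probe was so on all 8. Labelling of the wrong strand needs a sense transcript, and these 4 pairs argue against it for themselves.

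Of these 4 pairs, 3 belong to NP-ORF18, with mean antisense signals between 85.9 and 293.6. For 2 of them, transcripts of a second NP-ORF18 gene model on the opposite strand are a candidate explanation, because the antisense probes match sense probes of that model on the same strand, over 25 and 56 bases at 100% identity, and those sense probes were well above background on all 8 arrays. The remaining NP-ORF18 probe had no such match. The fourth pair is exon 10 of NP-ORF78, with a mean antisense signal of 27.1. For it, the transcript of another gene bound by the antisense probe was looked for, and 0 array probes matched on the same strand; genes without a probe stay open, so this does not decide. No biological explanation was tested.

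The 4 BBML sense probes, which the paper does not mention, were lower in ‘Harumi’, with a mean log2 ratio of -0.92 ± 0.48 (SD over 4 DAF; exact sign-flip test, p = 0.13, the smallest p that 4 DAF allow). The ratio was -0.99, -0.24, -1.35 and -1.11 at 15, 30, 45 and 60 DAF. All 4 probes were well above background on all 8 arrays, and 0 were past limma's adjusted p of 0.05. The tables argue against scaling of the arrays as the cause, since the value nearest 0 under the scalings was -0.66 ± 0.39, with quantile normalization. Low signals stay open. The brightest of the 4 probes had the ratio farthest from 0, -1.21, which goes against them, but 4 probes are too few to decide. The mean fell to -0.65 ± 0.35 with normexp background correction and to -0.36 ± 0.31 with the floor of 100, although the floor raises low signals by construction. A difference between the varieties and the position on the slide also stay open, and neither was tested.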

How the results depend on the processing

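Signals of dim probes raised to the limit of their array, probes counted by distinct sequence, and a signal of 100 on at least 1 array, with the measured or the authors' values, were chosen after seeing the data; the other alternatives were not. Unless a reason is given, the cause of a change was not tested. The mean log2 ratios of the candidate genes over their probes and the 4 DAF did not change sign under any alternative in the normalization, the probes or the DAF used. The direction for NP-ORF24 at single DAF depended on the summary, since the mean of the linear folds over its 3 sense probes in the authors' processed values, chosen after seeing the data, was 2.03 at 45 DAF and 1.29 at 60 DAF. In the ranking, the medians of 2 NP-ORFs with 1 sense probe each changed sign when dim signals were raised, NP-ORF26 from 0.46 to -0.17 and NP-ORF28 from -0.24 to 0.06, so the counts above and below 0 stayed at 10 and 67. Moves were also counted over the main results together. These were the counts by the 2-fold rule and by limma, the means of the candidate genes and the rank of NP-ORF44. The comparisons with Tables S2 and S3 and the nucleosome assembly probes were included. Of their values under the alternatives, 72 moved by more than their spread or by more than 1.5 times, and 153 did not. For the mean of NP-ORF23, single probes and annotation classes other than nucleosome assembly, 83 moved and 275 did not.

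The signal filter moved the counts of locus probes and of lower clementine mandarin probes most, since it decides which probes can be counted. The count of higher clementine mandarin probes rose most with the 1.5-fold threshold and fell most with the filter on all 8 arrays. For sense probes of the polyembryonic locus, with 0 higher and 1 lower in ‘Harumi’, no signal filter gave 5 higher and 7 lower in 8 NP-ORFs. The filter on all 8 arrays gave 0 lower in 0 NP-ORFs. A signal of 100 on at least 1 array gave 1 higher and 2 lower in 3 NP-ORFs, and gave 1 and 2 also with the authors' processed values. The 1.5-fold threshold gave 3 lower. For clementine mandarin probes, with 43 higher and 137 lower, no signal filter gave 119 and 553, the filter on all 8 arrays 11 and 42, a signal of 100 on at least 1 array 81 and 285, and the same with the authors' processed values 84 and 274. Thresholds of 1.5-fold and 3-fold gave 152 and 302, and 22 and 57. Normexp gave 23 higher, and the floor of 100 gave 24 higher and 87 lower.

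Of the probes in Tables S2 and S3, 43 and 127 passed the rule. No signal filter gave 82 and 268, the filter on all 8 arrays 11 and 39, a signal of 100 on at least 1 array 81 and 268, and the same with the authors' processed values 84 and 270. Normexp gave 23 for Table S2, and the floor of 100 gave 24 and 80. The median absolute difference in log2 ratio from the tables, 0.0217, rose to 0.78 with normexp, 0.19 with quantile normalization and 1.31 with the floor of 100. Of the 6 nucleosome assembly probes, 3 passed with the filter on all 8 arrays.

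Of the limma calls, 222 higher and 764 lower, the floor of 100 gave 24 and 32, no DAF block gave 103 and 299, and the filter on all 8 arrays 143 and 480, with fewer probes tested. Quantile normalization gave 407 lower. The DAF pair the arrays, and no replicate block other than DAF exists.

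Leaving out 1 DAF at a time changed the counts in both tests. It gave between 13 (without 30 DAF) and 41 (without 60 DAF) probes higher by limma, and between 37 (without 45 DAF) and 140 (without 60 DAF) lower, with fewer samples in the fit. By the 2-fold rule it gave between 56 (without 45 DAF) and 122 (without 60 DAF) clementine mandarin probes higher, with 108 without 15 DAF. Of the locus probes, between 0 and 2 were higher and between 1 and 2 lower, in between 1 and 4 NP-ORFs, with the highest counts without 30 DAF.

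The mean log2 ratio of NP-ORF44, 2.79, was 0.40 with normexp, 0.046 with the floor of 100, 3.22 with quantile normalization and 1.38 with dim signals raised. That of NP-ORF24, -1.40, was -0.76 with the floor and -2.38 over probes well above background on at least 4 arrays. That of NP-ORF60, -1.45, was -0.72 with normexp and -0.14 with the floor. NP-ORF44, which ranked 1 of 77 NP-ORFs, ranked 2 with normexp and with dim signals raised, and 10 with the floor. With each DAF left out it ranked 1.

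Signal over background limits these values. The signals of 5 of the 6 NP-ORF44 probes were under 100 on all 8 arrays before scaling, so a floor of 100 removes most of their differences by construction. Normexp with its offset of 50 also draws low signals together. For NP-ORF44 in ‘Kiyomi’, the arrays give only an upper limit on 5 of the 6 probes. The count of annotation classes with 1 probe per locus was not run, because the files give no locus for all probes, and distinct sequences were counted instead.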

Differences from the paper's values

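Of the probes of the polyembryonic locus, 1 was over 2-fold at every DAF under the rule used here, against the paper's 12. Among the alternatives set before the data were examined, only the count without a signal filter, also 12, reached the paper's. These are not the same probes, since they lie in 8 NP-ORFs and the paper's come from NP-ORF24, NP-ORF44 and NP-ORF60 only. By gene, 1 probe of NP-ORF24 passed against the paper's 3, 0 of NP-ORF44 against the paper's 6, and 0 of NP-ORF60 against the paper's 3. Without a signal filter, 5 probes of NP-ORF44 passed, which is within 1.5 times of the paper's count. Over sense probes, no alternative gave such a count for NP-ORF24 or NP-ORF60. Antisense probes were left out of these counts. Without a signal filter, the exon 3 antisense probe of each of these genes was also over 2-fold lower in ‘Harumi’ at every DAF.

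Of the clementine mandarin probes, 180 passed against the paper's 356. Of the alternatives set before the data were examined, leaving out 15, 30 or 60 DAF (303, 254 and 315) and the 1.5-fold threshold (454) came within 1.5 times of it, and the others did not. For the higher probes, 43 against the paper's 85, these were quantile normalization (60), leaving out 15, 30 or 60 DAF (108, 60 and 122) and no signal filter (119). For the lower probes, 137 against the paper's 270, they were leaving out 15, 30 or 60 DAF (195, 194 and 193) and the 1.5-fold threshold (302). A signal of 100 on at least 1 array gave 366 in total, 81 higher and 285 lower, and with the authors' processed values 358, 84 and 274; this setting was chosen after seeing the values, as the best of 156 summaries of the signals, and the paper does not state it as its method.

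The fold of ‘Harumi’ over ‘Kiyomi’ for NP-ORF24, over its 3 sense probes, was 0.336, 0.244, 0.419 and 0.605 at 15, 30, 45 and 60 DAF, against the paper's 0.143, 0.06625, 0.0539 and 0.11455. At 15 and 30 DAF 1 of the 3 probes was not well above background in either variety, and at 45 DAF 1 was not in ‘Kiyomi’. For NP-ORF60 it was 0.434 at 30 DAF, against the paper's 0.267067. At 45 DAF the measured 0.459, against the paper's 0.258633, rests on 2 probes well above background in ‘Kiyomi’ and 1 in ‘Harumi’, so whether the fold differs there is not settled. No alternative set before the data were examined brought these folds within the paper's. Subsets of the probes were searched after seeing the values. In the authors' processed values, the mean of the exon 3 antisense and exon 4 sense probes equals the paper's fold of NP-ORF24 within 1% at 3 DAF, the best of 63 subsets, and that of the exon 2 sense, exon 3 sense and exon 3 antisense probes equals the paper's fold of NP-ORF60 at 2 DAF, 45 DAF among them, the best of 63. For NP-ORF44, the mean over the 5 sense probes of exons 2 to 6 equals the fold in the paper's table at all 4 DAF, the only one of 4095 subsets to do so.

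The paper counts Ciclev10010497m among the genes over its threshold. Its probe C10477 did not pass the rule used here, since its signal was at most 73.6, and it passed without a signal filter. Fig. 1 marks NP-ORF60 as different between the varieties at 15, 30 and 60 DAF. The exact permutation test over its 3 probes gave p = 0.2, 0.3 and 0.5 there, and cannot give a p under 0.1.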

Other observations

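All tests of explanations in this part were chosen only after the results were seen.

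Other groupings of the arrays were compared with the 2 varieties. Without DAF as a block, limma called 402 probes between the varieties, and 2 of the 35 splits of the 8 arrays into 4 and 4 gave as many, the varieties included. The other was that of 15 and 30 DAF against 45 and 60 DAF, with 3557 probes. It follows the stage of the fruits, which this model leaves out, and the remaining 33 splits gave 0 probes. With 2 of 35, the count of splits alone does not exclude chance. With DAF as a block, 8 relabellings of the varieties within DAF are possible. The real one gave 986 probes and the others 0, so only 1 gave as many, but 8 relabellings are too few to exclude chance. The position on the slide was looked at as well: 0 slide rows held arrays of both varieties, so slide row and variety cannot be told apart.

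The exon 1 probe of NP-ORF44 was not past the threshold that the probes of the other exons passed. Its mean log2 ratio was 0.53, a ratio of 1.44-fold. Exons 2 to 6 have only bounds, between at least 1.19-fold for exon 3 and at least 9.44-fold for exon 6. The bound of exon 3 lies under the ratio of exon 1, so exon 1 is not shown to differ from every other exon, and the difference itself was not tested. An exon 1 probe at background could hide a difference. It was well above background on 8 arrays, but its signals in ‘Kiyomi’ lay near the limit of the arrays, so this stays open. A second probe with the same sequence on other spots, Cle-10497-CD01S, had a log2 ratio of 0.38 ± 0.72 (SD over 4 DAF). An exon 1 probe that binds another transcript was looked for through matches to other array probes, of which there were 0; transcripts without a probe stay open. A transcript that lacks exon 1 or differs there between the varieties was not tested.

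More clementine mandarin probes are in Tables S2 and S3 than passed the rule. In the authors' processed values 658 clementine mandarin probes were over 2-fold at every DAF, of which 355 are in the tables. A signal cut-off asked of 1 array only, at 100, sorted 653 of the 658 as the tables do. Of the other probes, 4 reached 100 and are not in the tables, and 1, C10477, is in them and did not. This summary was the best of 156, searched over 51300 cut-offs after the tables had been seen. Its best cut-off, 100.6, lies near the 100 of the paper's methods. The signal cut-off of the rule used here, 100 on the brighter array at every DAF, sorted 473. This argues against it as the filter behind the tables. The search alone cannot show that the paper asked the cut-off of 1 array.

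NP-ORFs were lower in ‘Harumi’ as a set. Over 55 NP-ORFs with tested probes the median log2 ratio was -0.39, against -0.07 over the clementine mandarin probes and -0.16 over 10000 random lists of clementine mandarin probes of the same size and similar signal. It lay at percentile 0.21 of these lists, which describes these arrays and is no test of replicates. Of the 55 NP-ORFs, 43 were below 0. The medians were -0.41, -0.28, -0.62 and -0.46 at 15, 30, 45 and 60 DAF. The percentile of 0.21 argues against one scaling factor per array, which would move the lists on the same arrays alike. For scaling that depends on the signal, quantile normalization is the test. It brought the median to -0.11 and the percentile to 2.05. The NP-ORF median less that of the lists was then -0.04, -0.09, -0.44 and -0.36 at 15, 30, 45 and 60 DAF, -0.23 ± 0.20 (SD over 4 DAF). In the main setting it was -0.14, -0.14, -0.47 and -0.32 at these stages, -0.27 ± 0.16. The value of -0.23 ± 0.20 by a small margin argues against such scaling as the whole cause. Such scaling stays open as part of the difference, above all at 15 and 30 DAF. Probe sequences drawn from the other haplotype might bind less well in ‘Harumi’. Clementine mandarin exon probes that match no locus probe had a median of -0.29 over 23 loci, 21 of them below 0. Where these loci lie was not tested, and their sequences need not match ‘Harumi’ either, so haplotype and expression cannot be told apart. The position on the slide also stays open.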
